# Dbf4-Dependent Kinase (DDK)-Mediated Proteolysis of CENP-A Prevents Mislocalization of CENP-A in *Saccharomyces cerevisiae*

**DOI:** 10.1534/g3.120.401131

**Published:** 2020-04-15

**Authors:** Jessica R. Eisenstatt, Lars Boeckmann, Wei-Chun Au, Valerie Garcia, Levi Bursch, Josefina Ocampo, Michael Costanzo, Michael Weinreich, Robert A. Sclafani, Anastasia Baryshnikova, Chad L. Myers, Charles Boone, David J. Clark, Richard Baker, Munira A. Basrai

**Keywords:** Centromere, Cse4, CENP-A, DDK, Psh1, Cdc7

## Abstract

The evolutionarily conserved centromeric histone H3 variant (Cse4 in budding yeast, CENP-A in humans) is essential for faithful chromosome segregation. Mislocalization of CENP-A to non-centromeric chromatin contributes to chromosomal instability (CIN) in yeast, fly, and human cells and CENP-A is highly expressed and mislocalized in cancers. Defining mechanisms that prevent mislocalization of CENP-A is an area of active investigation. Ubiquitin-mediated proteolysis of overexpressed Cse4 (*GALCSE4*) by E3 ubiquitin ligases such as Psh1 prevents mislocalization of Cse4, and *psh1**Δ* strains display synthetic dosage lethality (SDL) with *GALCSE4*. We previously performed a genome-wide screen and identified five alleles of *CDC7* and *DBF4* that encode the Dbf4-dependent kinase (DDK) complex, which regulates DNA replication initiation, among the top twelve hits that displayed SDL with *GALCSE4*. We determined that *cdc7**-7* strains exhibit defects in ubiquitin-mediated proteolysis of Cse4 and show mislocalization of Cse4. Mutation of *MCM5* (*mcm5**-bob1*) bypasses the requirement of Cdc7 for replication initiation and rescues replication defects in a *cdc7**-7* strain. We determined that *mcm5**-bob1* does not rescue the SDL and defects in proteolysis of *GALCSE4* in a *cdc7**-7* strain, suggesting a DNA replication-independent role for Cdc7 in Cse4 proteolysis. The SDL phenotype, defects in ubiquitin-mediated proteolysis, and the mislocalization pattern of Cse4 in a *cdc7**-7 **psh1**Δ* strain were similar to that of *cdc7**-7* and *psh1**Δ* strains, suggesting that Cdc7 regulates Cse4 in a pathway that overlaps with Psh1. Our results define a DNA replication initiation-independent role of DDK as a regulator of Psh1-mediated proteolysis of Cse4 to prevent mislocalization of Cse4.

The centromere, a specialized region of the chromosome that is essential for faithful chromosome segregation, and associated proteins make up the kinetochore, which serves as an attachment site for microtubules to promote segregation of sister chromatids during mitosis (Allshire and Karpen 2008; Verdaasdonk and Bloom 2011; Burrack and Berman 2012; Choy *et al.* 2012; Maddox *et al.* 2012; Mckinley and Cheeseman 2016). Budding yeast “point centromeres” consist of approximately 125 base pairs (bp) of unique DNA sequences, whereas other eukaryotic organisms have “regional centromeres” consisting of several mega-bp of repeated DNA sequences, satellite DNA arrays, or retrotransposon-derived sequences. Despite the difference in the size of centromeres, the centromeric histone H3 variant (Cse4 in *Saccharomyces cerevisiae*, Cnp1 in *Schizosaccharomyces pombe*, CID in *Drosophila melanogaster*, and CENP-A in mammals) is evolutionarily conserved from yeast to human cells and is essential for faithful chromosome segregation (Przewloka and Glover 2009; Choy *et al.* 2012; Henikoff and Furuyama 2012; Biggins 2013; Wong *et al.* 2020). Mislocalization of overexpressed CENP-A and its homologs to non-centromeric regions contributes to chromosomal instability (CIN) in yeast, fly, and human cells (Heun *et al.* 2006; Au *et al.* 2008; Mishra *et al.* 2011; Lacoste *et al.* 2014; Athwal *et al.* 2015; Shrestha *et al.* 2017). CIN and high expression of CENP-A have been observed in cancer cells and this correlates with poor prognosis and increased invasiveness (Tomonaga *et al.* 2003; Amato *et al.* 2009; Li *et al.* 2011; Mcgovern *et al.* 2012; Sun *et al.* 2016; Zhang *et al.* 2016). The mechanisms that prevent the mislocalization of CENP-A and its homologs are not fully understood. Defining these mechanisms will provide insight into how mislocalization of CENP-A contributes to aneuploidy in human cancers.

Stringent regulation of cellular levels of Cse4 by post-translational modifications such as ubiquitination prevents its mislocalization to non-centromeric regions in budding yeast, fission yeast, and flies (Collins *et al.* 2004; Moreno-Moreno *et al.* 2006; Moreno-Moreno *et al.* 2011; Au *et al.* 2013; Gonzalez *et al.* 2014). In addition to ubiquitination of Cse4, we have recently defined a role for sumoylation in proteolysis of Cse4 (Ohkuni *et al.* 2016). Multiple ubiquitin ligases, such as Psh1, Ubr1, the Sumo-targeted ubiquitin ligase Slx5, and the F-box protein Rcy1 regulate proteolysis of overexpressed Cse4 (Hewawasam *et al.* 2010; Ranjitkar *et al.* 2010; Cheng *et al.* 2016; Ohkuni *et al.* 2016; Cheng *et al.* 2017; Ohkuni *et al.* 2018). Psh1 is one of the best characterized E3 ligases for proteolysis of overexpressed Cse4 and prevents mislocalization of Cse4 to non-centromeric regions (Hewawasam *et al.* 2010; Ranjitkar *et al.* 2010). Psh1 interacts with the CENP-A targeting domain (CATD) in the C-terminus of Cse4 (Hewawasam *et al.* 2010; Ranjitkar *et al.* 2010) and mediates Cse4 degradation through the interaction of Psh1 with Spt16, a component of the FACT (facilitates chromatin transcription) complex (Deyter and Biggins 2014). It has also been shown that phosphorylation of Psh1 by casein kinase 2 (CK2) promotes degradation of Cse4 (Hewawasam *et al.* 2014). In addition to targeting the C-terminus of Cse4, we have shown that the N-terminus of Cse4 regulates Cse4 proteolysis (Au *et al.* 2013).

Mutant strains that show defects in Cse4 proteolysis display synthetic dosage lethality (SDL) when Cse4 is overexpressed. However, Cse4 is not completely stabilized in *psh1**Δ*, *ubr1**Δ*, *doa1**Δ*, *slx5**Δ*, or *rcy1**Δ* strains (Cheng *et al.* 2017), suggesting the existence of additional genes/pathways that regulate Cse4 proteolysis. We previously performed a Synthetic Genetic Array (SGA) using conditional mutant alleles of essential genes to identify additional factors that regulate Cse4 proteolysis (Au *et al.* 2020). The screen identified mutants encoding the F-box proteins Met30 and Cdc4 of the Skp1, Cullin, F-box (SCF) complex. We defined a cooperative role for Met30 and Cdc4 in the proteolysis of endogenous Cse4 to prevent its mislocalization and promote chromosome stability (Au *et al.* 2020). Here, we pursued studies of the evolutionarily conserved Dbf4-dependent kinase (DDK) complex as we identified five mutant *dbf4* and *cdc7* alleles among the top twelve significant SDL hits. The DDK complex, which is essential for the initiation of DNA replication, consists of the Cdc7 kinase and the regulatory subunit Dbf4 (Jackson *et al.* 1993; Stillman 1996). DDK promotes the initiation of DNA replication by phosphorylating Cdc45 and subunits of the mini-chromosome maintenance complex (*Mcm2*-7) at origins of replication (Lei *et al.* 1997; Owens *et al.* 1997; Zou and Stillman 2000; Bruck and Kaplan 2009). DDK also phosphorylates histone H3 at threonine 45 (H3T45) during S-phase, which occurs in response to replication stress (Baker *et al.* 2010), suggesting that H3T45 phosphorylation is linked with DNA replication. Previous studies have shown that centromeric association of Cdc7 is important for early replication of centromeres (Raghuraman *et al.* 2001; Rossbach *et al.* 2017), which are among the earliest firing origins.

The identification of five *cdc7* and *dbf4* alleles that display SDL with overexpressed Cse4 led us to investigate the role of DDK in regulating Cse4 proteolysis. We determined that Cdc7 regulates Cse4 proteolysis in a pathway that overlaps with Psh1, and this prevents mislocalization of Cse4. The role of Cdc7 in Cse4 proteolysis is independent of its role in the initiation of DNA replication.

## Material And Methods

### Strains and plasmids

Yeast strains were grown in YPD (1% yeast extract, 2% bacto-peptone, 2% glucose) or synthetic medium with glucose or raffinose/galactose (2% final concentration each) and supplements to allow for selection of the indicated plasmids. Yeast strains and plasmids used in this study are described in Table S1 and Table S2, respectively. To integrate the *cdc7**-7* allele marked with the G418 resistance marker (KanMX), the *cdc7**-7* sequence amplified from RSY302 and the KanMX sequence were cloned into pGEM-T-Easy. *cdc7**-7:KanMX* from the vector was transformed into yeast strains as per standard lithium acetate procedure. Transformants were screened for temperature sensitivity at 37° and sequenced (CCR Genomics Core) to confirm the G1137A mutation. Wild type *CDC7* marked with G418 resistance strains were selected from the non-temperature sensitive transformants and sequenced to verify the wild type *CDC7* sequence. To replace endogenous *CSE4* with HA-tagged *CSE4*, a PCR-based method was used as described previously (Boeckmann *et al.* 2013). Replacement of the *CSE4* gene with HA-tagged *CSE4* was verified by sequencing and Western blots confirmed the expression of the HA-tagged protein. At least two independent strains were analyzed for each experiment.

### Growth assays

Wild type and mutant strains were transformed with the indicated plasmids or the empty vector. Transformants grown on synthetic medium, selective for the plasmid, were suspended in water to a concentration with an optical density of 1 measured at a wavelength of 600 nm (OD_600_, approximately 1.0 X 10^7^ cells per ml). Fivefold serial dilutions starting with 1 OD_600_ were generated and 3 μl of each dilution spotted on synthetic growth medium selecting for the plasmid and containing either glucose (2% final concentration) or galactose and raffinose (2% final concentration each). Strains were grown at the indicated temperatures for 3-5 days. Three independent transformants were assayed for growth unless otherwise stated.

### Protein stability assays

Protein stability assays were performed as previously described (Au *et al.* 2008). Briefly, strains were grown to logarithmic phase overnight in selective media, re-suspended in fresh media containing galactose/raffinose (2% final concentration each) and grown for 1.75 or four hours as indicated in figure legends at 23°. 10 µg/ml cycloheximide (CHX) and glucose (2% final concentration) were added to cultures and aliquots were collected 0, 30, 60, 90, and 120 min after CHX addition. Proteins were isolated using the TCA method as described previously (Kastenmayer *et al.* 2006). Protein levels were standardized using the Bio-Rad DC Protein Assay. Samples were diluted 1:1 with Laemmli buffer containing BME and stored at -20° for Western blot analysis. Proteins were separated by SDS-PAGE on 4–12% Bis-TRIS SDS-polyacrylamide gels (Novex, NP0322BOX). Western blot analysis was done using primary antibodies α-HA (1:1000, Roche, 12CA5), α-Flag (1:5000, Sigma, F3165), or α-Tub2 (1:4500, custom made for Basrai Laboratory) in TBST containing 5% (w/v) dried skim milk. HRP-conjugated sheep α-mouse IgG (Amersham Biosciences, NA931V) and HRP-conjugated donkey α-rabbit IgG (Amersham Biosciences, NA934V) were used as secondary antibodies. Blots were washed after primary and secondary antibodies with TBST (Tris-buffered saline plus 0.1% Tween 20) three times for 10 min. Western blots were quantified with the SynGene program (SynGene, Cambridge, UK) or the Image Lab Software (BioRad). Protein stability of Cse4 was measured as the percent remaining after normalization to Tub2 signal.

### Ubiquitination (Ub) pull-down assay

Ub pull-down assays for determining the levels of ubiquitinated Cse4 were performed as described previously (Au *et al.* 2013) with minor modifications. Strains were grown to logarithmic phase overnight in selective media, re-suspended in fresh media containing galactose/raffinose (2% final concentration each) and grown for four hours at 23°. Cells were resuspended in Cell Lysis Buffer with freshly added protease inhibitor cocktail, PMSF, and NEM (inhibitor for de-ubiquitination) and lysed by vortexing for 1 hr at 4° in the presence of glass beads. The concentration of proteins in each resulting lysate was measured and normalized. 50 µl lysate was saved for input and the remaining lysate was added to Tandem Ubiquitin Binding Entity (TUBE) beads (LifeSensors) and incubated overnight at 4°. Beads were centrifuged and washed three times with TBST on a rocking platform; unbound lysate was collected. Beads were resuspended in Laemmli buffer and incubated for 10 min at 100°. Input and unbound fraction containing Laemmli buffer were processed in parallel. Samples were analyzed using Western Blot. Western blots were quantified with the SynGene program (SynGene, Cambridge, UK). *p*-value was determined using a paired *t*-test (GraphPad Prism).

### Chromosome spreads

Chromosome spreads were performed as previously described (Collins *et al.* 2004; Crotti and Basrai 2004; Collins *et al.* 2007) with minor modifications. Cultures were grown to logarithmic phase in selective medium containing 2% raffinose and treated with Nocodazole (20 µg/ mL final) for three hours to arrest cells in the G2/M phase of the cell cycle. FACS analysis confirmed the cell cycle arrest. For the last hour of the Nocodazole arrest, galactose was added to 2% final concentration. Cells were lysed gently by treatment with zymolase-100T and BME. Spheroplasts were then spread onto glass slides and fixed with paraformaldehyde and 1% lipsol and allowed to air dry. Slides were washed with 1 X PBS for 10 min and incubated in 16B12 Mouse anti-HA primary antibody (1:2500). Slides were washed three times with 1 X PBS for 10 min and incubated with Cy3 conjugated Goat anti-mouse secondary antibody (1:5000). Slides were washed with 1 X PBS and mounted with antifade containing DAPI and visualized using DeltaVision Microscopy Imaging Systems. Nuclei with a single or two HA- or Flag-Cse4 foci were counted as normal Cse4 localization and nuclei with multiple foci or a diffused signal in the nucleus were counted as mislocalized Cse4. At least 360 cells were counted for each experiment. *p*-values were determined using Ordinary one-way ANOVA (GraphPad Prism).

### ChIP-seq

Chromatin immunoprecipitations were performed as previously described (Cole *et al.* 2014; Chereji *et al.* 2017) with modifications. Cultures grown to logarithmic phase in glucose or raffinose/galactose media for 1.75 hr were treated with formaldehyde (final 1%) for 20 min at 30° followed by the addition of 2.5 M glycine for 10 min. Cells were washed twice with 1 X PBS and resuspended in 2 mL FA Lysis Buffer (1 mM EDTA pH 8.0, 50 mM HEPES-KOH pH 7.5, 140 mM NaCl, 0.1% sodium deoxycholate, 1% Triton X-100) with 1 × protease inhibitors (Sigma) and 1 mM PMSF final concentration. The cell suspension was split into four screw top tubes with glass beads (0.4-0.65 mm diameter) and lysed three times for 40 sec each, followed by a five-minute rest on ice, and lysed two times for 40 sec each in an MP Bio FastPrep-24 5G. The cell lysate was collected, and the chromatin pellet was washed twice in FA Lysis Buffer. Each pellet was resuspended in 600 µl of FA Lysis Buffer and combined into one 5 ml tube. The chromatin suspension was sonicated 24 times with repeated 15 sec on/off at 20% amplitude using a Branson digital sonifer. After 3 min of centrifugation (13000 rpm, 4°), the supernatant was transferred to another tube. About 5% was used for input and checking the size of sheared DNA. The remaining was incubated with 150 µl anti-FLAG M2 Affinity Gel (Sigma, A2220-5ML) at 4C overnight. The beads were washed for five minutes on a rotator in 1 ml FA, FA-HS (500 mM NaCl), RIPA, and TE buffers twice each. The beads were resuspended in ChIP Elution Buffer (25 mM Tris-HCl pH 7.6, 100 mMNaCl, 0.5% SDS) and incubated at 65° overnight. The beads were treated with proteinase K (0.5 mg/ml) at 55° for four hours followed by Phenol/Chloroform extraction and ethanol precipitation. The DNA pellet was resuspended in a total of 50 µl sterile water.

Input and IP samples were repaired using the NEB Pre-PCR Repair Mix (New England Biolabs, M0309). Paired-end libraries for input and IP samples were prepared using the NEBNext End Prep (New England Biolabs, E7370) and NEBNext Multiplex Oligos for Illumina (New England Biolabs, E7335). Agencourt AMPure XP beads (Beckman-Coulter, A63880) were used to purify adaptor-ligated DNA samples and PCR products (input adapters diluted 1/3 and IP 1/250). The 50-base paired-end Illumina reads were aligned to the *S. cerevisiae* S288C reference (R64-2-1) using Bowtie version 1.0.0 with command line options -n2 -m1 -X 500. Duplicate reads (20–89%) were removed using Samtools rmdup (version 0.1.19). Between 1.4M and 5.3M unique alignments remained for the ChIP libraries and 14M-24M for the input libraries. The input alignments were randomly down sampled to 10M alignments each. Peaks were called using MACS (Zhang *et al.* 2008) version 2.1.1.20160226 in paired-end mode with default parameters and no additional down sampling.

The annotatePeaks tool of the Hypergeometric Optimization of Motif EnRichment suite (HOMER v5.10; http://homer.ucsd.edu/homer/) was used to assign peaks of Cse4 enrichment to genomic features. Customized annotations were utilized. Similar to the approach of Hildebrand and Biggins (Hildebrand and Biggins 2016), 5′- and 3′-UTR’s were annotated using the data of Nagalakshmi *et al.* (Nagalakshmi *et al.* 2008) downloaded from the yeast genome browser (https://browse.yeastgenome.org). 5′- and 3′-prime UTR data were available for 4605 and 5175 genes, respectively. For genes lacking UTR data, UTR’s were assigned a median length (53 and 105 nucleotides, respectively). Promoters were defined as the region lying 500 bp upstream of the transcription start site (*i.e.*, position 1 of the 5′-UTR). Transcription termination sites were defined as ± 50 bp from the end of the 3′-UTR.

Intersections between peak sets were computed using the IntersectRegions function of the USeq suite (http://useq.sourceforge.net) which also provides an estimate of statistical significance by randomization of one of the target peak sets across the genome. Coverage tracks were computed by MACS and normalized to 1M reads and displayed using the Integrative Genomics Viewer (Robinson *et al.* 2011).

### Data availability

Strains and plasmids are available upon request. Supplemental file S1 contains Table S1, which describes the strains used in this study, and Table S2, which lists the plasmids used. Figures S1, S2, and S3 are available as supplemental files. ChIP-seq data for wild type and *cdc7**-7* strains with *Flag-**Cse4* expressed from its own promoter and *GAL-Flag-**Cse4* integrated into the genome are available at GEO with accession number GSE148068. Supplemental material available at figshare: https://doi.org/10.25387/g3.12116610.

## Results

### Mutants of the Cdc7-Dbf4 kinase complex exhibit SDL with GALCSE4

To identify mutants of essential genes that display synthetic dosage lethality (SDL) when Cse4 is overexpressed (*GALCSE4*), we performed a Synthetic Genetic Array (SGA) (Au *et al.* 2020). A strain in which *GAL-HA-**CSE4* was integrated in the genome was mated to an array of 786 conditional temperature sensitive strains. Growth at 26° of the haploid meiotic progeny was scored on galactose plates and the *p*-value was determined as previously described (Baryshnikova *et al.* 2010; Costanzo *et al.* 2010; Costanzo *et al.* 2016). Among the top twelve hits that show SDL are five alleles of genes encoding the Dbf4-dependent kinase (DDK) complex, the gene encoding calmodulin, and regulators of proteasome assembly, mRNA polyadenylation, and cell cycle progression (Table 1). The identification of multiple alleles encoding components of the DDK complex led us to further investigate a possible role of DDK in regulating cellular levels of Cse4 to prevent mislocalization of Cse4 to non-centromeric regions. We confirmed the SDL phenotype using growth assays in which yeast strains transformed with a plasmid containing *GALCSE4* or empty vector (vector) were plated on media with glucose or galactose to induce expression of *GALCSE4*. Strains with mutations in either *CDC7* (Figure 1A; *cdc7**-4*) or *DBF4* (Figure 1A; *dbf4**-1*, *dbf4**-2*) exhibited *GALCSE4* SDL at the permissive temperature of 23° on galactose media. A *cdc7**-7* mutant, which was not included in the SGA screen, also exhibited *GALCSE4* SDL (Figure 1A). We pursued in-depth studies with the *cdc7**-7* mutant because the *cdc7**-7* allele displays a stronger SDL phenotype at 23°, has a low frequency of induced mutagenesis, does not have defects in the cell cycle at 23°, and exhibits DNA replication defects only at the non-permissive temperature of 37° (Hollingsworth *et al.* 1992). To establish that the SDL phenotype of a *cdc7**-7 GALCSE4* strain is linked to the *CDC7* gene, we performed growth assays with *cdc7**-7 GALCSE4* strains with plasmid-borne *CDC7* or empty vector. The plasmid-borne *CDC7* rescued the temperature sensitivity of the *cdc7**-7* strain at 37° and the SDL phenotype of *cdc7**-7 GALCSE4* at 23° (Figure 1B).

**Table 1:** Twelve mutant alleles with the lowest score from a Synthetic Genetic Array (SGA) with temperature sensitive gene mutants overexpressing *CSE4*. Listed are the top twelve conditional alleles of essential genes that displayed SDL when *CSE4* is expressed from a galactose-inducible promoter (Au *et al.* 2020). Shown are the mutant allele, SGA score as the epsilon value calculated as previously in (Costanzo *et al.* 2010; Costanzo *et al.* 2016) with a negative value indicating a defect in growth, human ortholog (https://yeastmine.yeastgenome.org/yeastmine), and gene ontology (GO) annotation (https://www.yeastgenome.org/).

	Mutant	SGA score	Human ortholog	GO Category
**1**	***cdc7-4***	**-1.348**	***CDC7***	**DNA-dependent DNA replication initiation**
**2**	***dbf4-2***	**-1.22**	***DBF4***	**DNA-dependent DNA replication initiation**
**3**	***dbf4-ts***	**-1.206**	***DBF4***	**DNA-dependent DNA replication initiation**
**4**	***gpi12-ph***	**-1.13**	***PIGL***	**GPI anchor biosynthetic process**
**5**	***cdc23-1***	**-1.113**	***CDC23***	**Regulation of mitotic metaphase/anaphase transition**
**6**	***cmd1-1***	**-1.031**	***CALML3/5***	**Phosphatidylinositol biosynthetic process**
**7**	***dbf4-1***	**-0.989**	***DBF4***	**DNA-dependent DNA replication initiation**
**8**	***sts1-ph***	**-0.975**		**Proteasome localization**
**9**	***hrp1-1***	**-0.94**	***HNRNPA2B1***	**mRNA polyadenylation**
**10**	***rna15-58***	**-0.937**		**mRNA polyadenylation**
**11**	***cdc7-1***	**-0.927**	***CDC7***	**DNA-dependent DNA replication initiation**
**12**	***pre2-75***	**-0.916**	***PSMB11***	**Proteasome core complex assembly**

**Figure 1:**
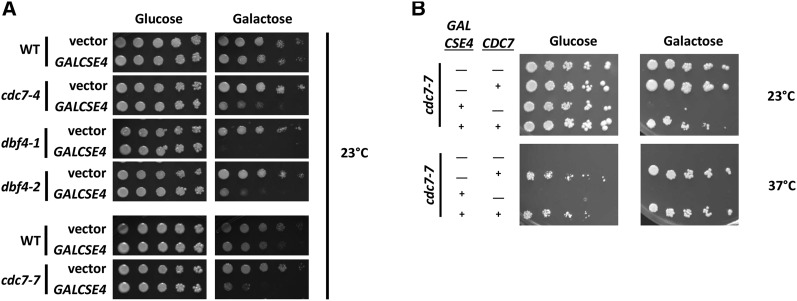
DDK mutants exhibit synthetic dosage lethality (SDL) to *GALCSE4*. A. Validation of *GALCSE4* SDL in *cdc7* and *dbf4* strains. Growth assays were done with wild type [BY4741 (for *cdc7**-4*, *dbf4**-1*, and *dbf4**-2*) and RSY299 (for *cdc7**-7*)], *cdc7**-4* (tsa131), *dbf4**-1* (tsa161), *dbf4**-2* (tsa162), and *cdc7**-7* (RSY302) strains transformed with vector (pMB433, vector) or *GAL-HA-**CSE4* (SB878, *GALCSE4*). Cells were spotted in fivefold serial dilutions on medium selective for the plasmid containing either glucose (2%, Cse4 expression off) or raffinose/galactose (2% each, Cse4 expression is on) and incubated at 23° for 3-5 days. Two independent transformants of *dbf4**-1*, *dbf4**-2*, and *cdc7**-4* strains and three independent transformants of *cdc7**-7* strains were assayed and a representative image is shown. B. The *GALCSE4* SDL phenotype of a *cdc7**-7* strain is linked to the *cdc7* mutant allele. Growth assays were done with *cdc7**-7* strains (RSY302 with pMB433 and RSY302 with pMB1597) transformed with empty vector (pRS425) or plasmid-born *CDC7* (pMB1898). Cells were spotted in fivefold serial dilutions on medium selective for the plasmids with glucose (2%) or raffinose/galactose (2% each). Plates were incubated at the indicated temperature for 5-7 days. Three independent transformants for each strain were assayed and a representative image is shown.

### Cdc7 regulates ubiquitin-mediated proteolysis of Cse4

Previous studies have shown that defects in ubiquitin-mediated proteolysis of overexpressed Cse4 contribute to *GALCSE4* SDL in *psh1**∆*, *slx5**∆*, and *hir2**∆* strains (Hewawasam *et al.* 2010; Ranjitkar *et al.* 2010; Ohkuni *et al.* 2016; Ciftci-Yilmaz *et al.* 2018). The SDL phenotype of DDK mutants led us to hypothesize that proteolysis of Cse4 is regulated by the DDK complex. Therefore, we examined the stability of overexpressed HA-Cse4 in wild type, *cdc7**-7*, and *dbf4**-1* strains after treatment with cycloheximide at 23°. Increased stability of HA-Cse4 was observed in *cdc7**-7* (Figure 2A) and *dbf4**-1* (Figure 2B) strains when compared to that in a wild type strain.

**Figure 2:**
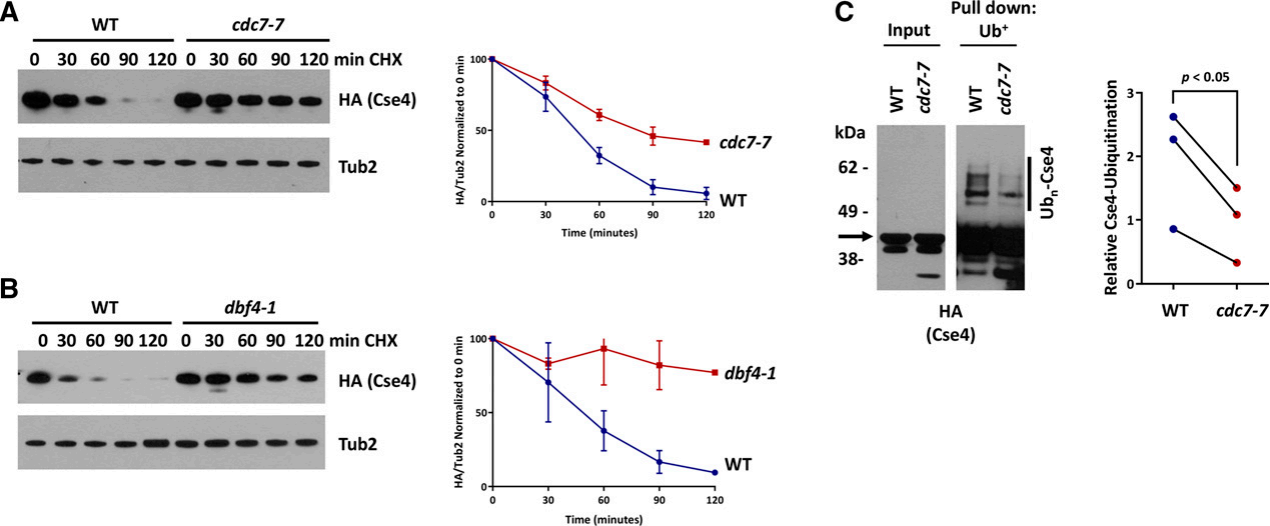
Cdc7 regulates ubiquitin-mediated proteolysis of Cse4. A. Cse4 is stabilized in a *cdc7* strain and B. Cse4 is stabilized in a *dbf4* strain. Western blot analysis of protein extracts prepared from wild type (BY4741 for *dbf4**-1* and RSY299 for *cdc7**-7*), (A) *cdc7**-7* (RSY302), and (B) *dbf4**-1* (TSA161) strains transformed with *GAL-HA-**CSE4* (pMB1597). Strains were grown to logarithmic phase of growth in raffinose-containing media (2%), and expression of *GAL-HA-**CSE4* was induced with galactose (2%) for four hours. Cells were then treated with cycloheximide (CHX, 10 µg/ml) and glucose (2%). Aliquots were taken at the indicated timepoints. Protein extracts were analyzed using Western blot analysis and blots were probed with anti-HA (Cse4) and anti-Tub2 (loading control). Quantification of the levels of HA-Cse4 remaining after treatment with CHX relative to Tub2 from two independent experiments is shown in the graphs. Error bars represent SEM. C. Ubiquitination of Cse4 is decreased in a *cdc7* strain. Ub-pull down assays were performed using protein extracts from wild type and *cdc7**-7* strains as described above and lysates were incubated with Tandem Ubiquitin Binding Entity beads (LifeSensors). Input and ubiquitin-enriched (Pull down: Ub^+^) samples were analyzed via Western blot against HA (left). Arrow indicates the unmodified Cse4 band. Quantification of levels of poly-ubiquitinated Cse4 (Ub_n_-Cse4) normalized to the levels in the input from three independent experiments is shown in the graph, *p*-value < 0.05.

It has been shown that defects in ubiquitination of Cse4 contribute to increased protein stability and mislocalization of Cse4 in a *psh1**Δ* strain (Hewawasam *et al.* 2010; Ranjitkar *et al.* 2010). The increased stability of Cse4 led us to examine if a *cdc7**-7* strain exhibits defects in poly-ubiquitination of overexpressed HA-Cse4 (Ub_n_-Cse4). We performed an affinity pull-down of ubiquitinated proteins and consistent with previous studies (Au *et al.* 2013), we detected ubiquitinated Cse4 as a laddering pattern in wild type cells (Figure 2C). Quantification of signal intensities of Ub_n_-Cse4 normalized to signal intensities of Cse4 in input samples showed a significant reduction in the levels of ubiquitinated Cse4 in a *cdc7**-7* strain compared to a wild type strain (Figure 2C, *p*-value < 0.05). The defects in Cse4 proteolysis and Cse4 ubiquitination in the *cdc7**-7* strains suggest that Cdc7 regulates ubiquitin-mediated proteolysis of Cse4.

### Cdc7 regulates proteolysis of Cse4 independently of its role in DNA replication initiation

Previous studies have shown that DDK activates the initiation of DNA replication through phosphorylation of the *MCM2*-7 complex (Lei *et al.* 1997; Oshiro *et al.* 1999; Weinreich and Stillman 1999; Zou and Stillman 2000; Bruck and Kaplan 2009). DNA replication defects are observed in *cdc7* strains at the non-permissive temperature of 37° (Sclafani 2000), but DNA replication is unperturbed in *cdc7**-7* strains grown at 23° (Jackson *et al.* 1993). Mutation of proline 83 of *MCM5* to leucine (*mcm5**-bob1*) bypasses specifically the requirement of Cdc7 for replication initiation and rescues the temperature sensitivity and replication defects of *cdc7**-1* and *cdc7**-7* strains at 37° (Hardy *et al.* 1997; Sclafani *et al.* 2002; Hoang *et al.* 2007). We observed the *GALCSE4* SDL phenotype and stability of HA-Cse4 in *cdc7**-7* strains at 23°. To further confirm that Cdc7-mediated proteolysis of Cse4 is independent of its role in initiating DNA replication, we performed growth assays for the SDL phenotype with the *cdc7**-7 **mcm5**-bob1* double mutant with *GALCSE4*. Our results showed that the *cdc7**-7 **mcm5**-bob1 GALCSE4* strain exhibited SDL similar to that observed in the *cdc7**-7 GALCSE4* strain at 23° (Figure 3A). Next, we determined if the *mcm5**-bob1* mutation affects the proteolysis of overexpressed HA-CSE4 in a *cdc7**-7* strain. Protein stability assays were done with extracts from wild type, *cdc7**-7*, *mcm5**-bob1*, and *cdc7**-7 **mcm5**-bob1* strains expressing *GAL-HA-**CSE4*. The stability of HA-Cse4 in the *mcm5**-bob1* strain was similar to that of the wild type strain (Figure 3B). Furthermore, the defects in proteolysis of HA-Cse4 observed in the *cdc7**-7* strain were not suppressed in the **cdc7*-7 **mcm5**-bob1* strain (Figure 3B). The inability of the *mcm5**-bob1* mutation to rescue the SDL phenotype and proteolysis defect in a *cdc7**-7 GALCSE4* strain suggests that the role of Cdc7 in regulating Cse4 proteolysis is independent of Cdc7’s role in initiating DNA replication.

**Figure 3:**
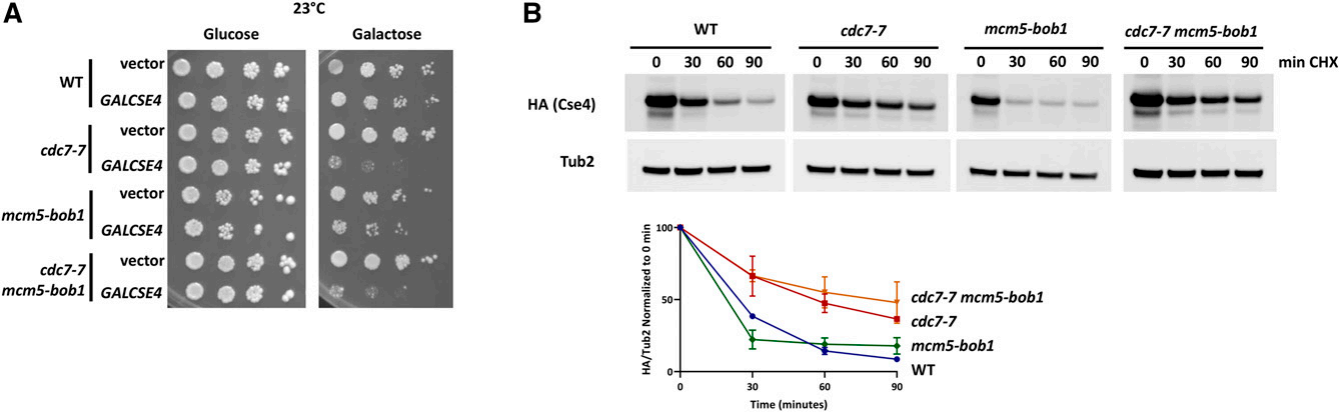
Cdc7 regulates stability of Cse4 independently of its role in initiation of DNA replication. A. A *cdc7**-7 **mcm5**-bob1* strain shows SDL with *GALCSE4*. Growth assays with wild type (RSY299), *mcm5**-bob1* (RSY867), *cdc7**-7* (RSY302), or *cdc7**-7 **mcm5**-bob1* (RSY847) strains transformed with vector (pMB433, vector) or *GAL-HA-**CSE4* (SB878, *GALCSE4*). Cells were spotted in fivefold serial dilutions on media selective for the plasmid containing either glucose (2%) or raffinose/galactose (2% each) and incubated at 23° for 3-5 days. Three independent transformants for each strain were assayed and the representative image is shown. B. A *cdc7**-7 **mcm5**-bob1* strain exhibits defects in Cse4 proteolysis. Western blot analysis of protein extracts from wild type (RSY299), *mcm5**-bob1* (RSY867), *cdc7**-7* (RSY302), or *cdc7**-7 **mcm5**-bob1* (RSY847) strains transformed with *GAL-HA-**CSE4* (pMB1597). Strains were grown to logarithmic phase of growth in raffinose-containing media (2%) and expression of *GAL-HA-**CSE4* was induced with galactose (2%) for four hours. Cells were then treated with cycloheximide (CHX, 10 µg/ml) and glucose (2%). Aliquots were taken at the indicated timepoints. Protein extracts were analyzed using Western blot analysis and blots were probed with anti-HA (Cse4) and anti-Tub2. (loading control). The graph shows the quantification of levels of HA-Cse4 remaining after treatment with CHX relative to Tub2 from two independent experiments. Error bars represent SEM.

### Cse4 is mislocalized to non-centromeric regions with an enrichment at promoters in a cdc7-7 strain

We next examined the localization pattern of Cse4 using chromosome spreads, a method that eliminates soluble material to visualize chromatin-bound HA-Cse4 in WT and *cdc7**-7* strains. Previous studies have shown that Cse4 is localized to kinetochores that are clustered in one or two discrete nuclear foci in wild type cells, whereas mislocalization of Cse4 shows more than two foci or diffuse signal through the nuclear mass in *psh1**Δ*, *slx5**Δ*, and *hir2**Δ* strains (Hewawasam *et al.* 2010; Ranjitkar *et al.* 2010; Ohkuni *et al.* 2016; Ciftci-Yilmaz *et al.* 2018). In the *cdc7**-7* strain, we found that, in contrast to wild type cells, HA-Cse4 was mislocalized with signal at more than two foci or diffused across the nuclear mass (Figure 4A and 4B, *cdc7**-7*, *p*-value = 0.0028). To determine if the mislocalization of HA-Cse4 in a *cdc7**-7* strain is due to a kinetochore clustering defect, we examined the localization of the kinetochore protein *Mtw1*-GFP (Pinsky *et al.* 2003; Westermann *et al.* 2003). Our results showed a similar localization pattern of *Mtw1*-GFP to one or two foci in both the wild type (97.5%) and *cdc7**-7* (94.6%) cells (Figure 4C and 4D). This suggests that the mislocalization of HA-Cse4 in a *cdc7**-7* mutant is not due to kinetochore de-clustering. Based on these results, we conclude that DDK regulates ubiquitin-mediated proteolysis of Cse4 and prevents mislocalization of Cse4 to non-centromeric regions.

**Figure 4:**
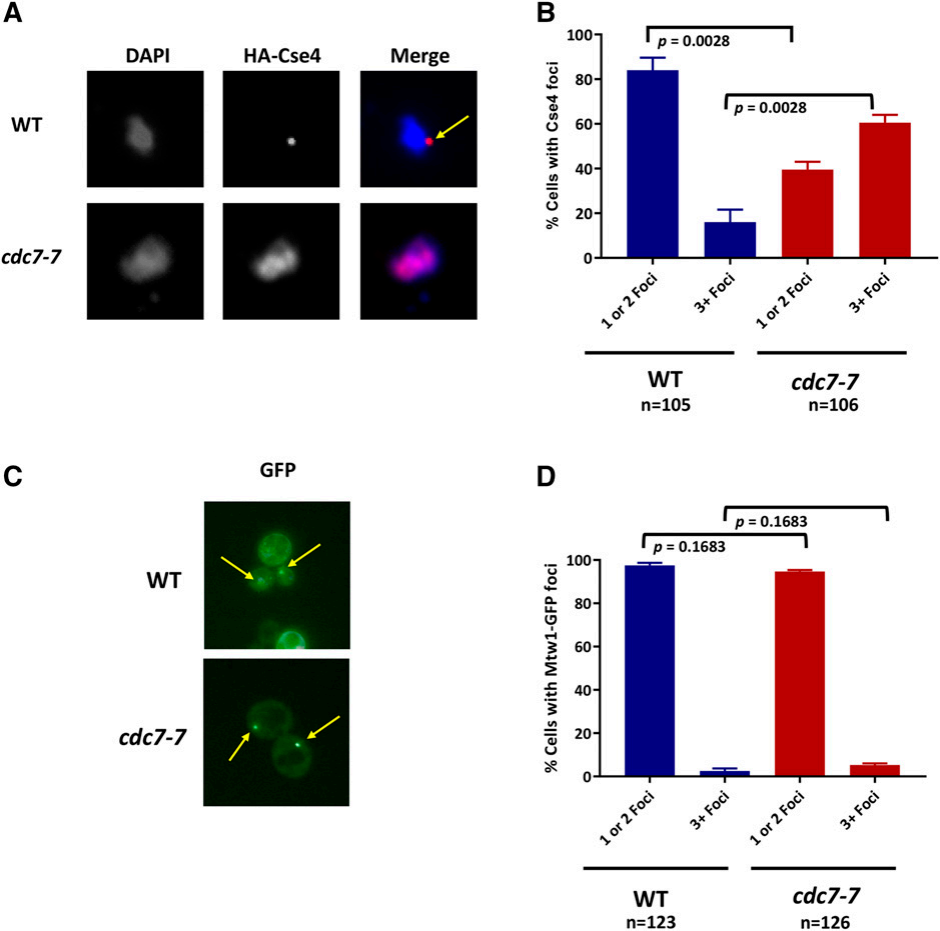
Cdc7 prevents mislocalization of Cse4 to non-centromeric regions. A. Cse4 is mislocalized in a *cdc7* strain. Localization of Cse4 was examined using chromosome spreads prepared from nocodazole arrested wild type (RSY299) and *cdc7**-7* (RSY302) strains transformed with *GAL-HA-**CSE4* (pMB1597). HA-Cse4 was labeled with Cy3 (red) and DNA with DAPI (blue). Representative images of cells showing normal localization counted as nuclei with one or two Cse4 foci (WT) and mislocalization counted as nuclei with more than two foci or a diffuse signal in the nucleus (*cdc7**-7*). Arrow indicates HA-Cse4 foci. B. Quantification of Cse4 localization from A. The graph displays the quantification of Cse4 localization as a percentage over total cell count. The SEM of two independent experiments is shown, WT 1 or 2 foci *vs.* *cdc7**-7* 1 or 2 Foci *p*-value = 0.0028; WT 3+ foci *vs.* *cdc7**-7* 3+ Foci *p*-value = 0.0028. C. The kinetochore protein *Mtw1* is not mislocalized in a *cdc7**-7* strain. Wild type (YMB9337) and *cdc7**-7* (YMB9338) cells were transformed with *Mtw1*-GFP on a plasmid (pMB1058), grown to logarithmic phase of growth, and analyzed for *Mtw1*-GFP (green) foci with live cell imaging. Representative images of cells showing single *Mtw1*-GFP foci are shown. Arrow indicates *Mtw1*-GFP foci. D. Quantification of *Mtw1*-GFP localization from C. The graph displays the quantification of cells with one or two GFP foci (normal) or with greater than three foci (mislocalized) with the SEM of two independent experiments; WT 1 or 2 foci *vs.* *cdc7**-7* 1 or 2 Foci *p*-value = 0.1683; WT 3+ foci *vs.* *cdc7**-7* 3+ Foci *p*-value = 0.1683.

We next performed ChIP-seq experiments to define the genome-wide localization pattern of endogenous and overexpressed Cse4 in a *cdc7**-7* strain. ChIP-seq was performed using chromatin from wild type and *cdc7**-7* strains with endogenous Flag-Cse4 expressed from its own promoter grown at 23° in glucose or with galactose-inducible Flag-Cse4 integrated in the genome and grown at 23° in galactose media for 1.75 hr to overexpress Flag-Cse4. 

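Each of the 4 strains gave 1 ChIP library and 1 input library, so there are no replicates, and no difference between strains can be set against a replicate error. The strains with endogenous Cse4 grew in glucose and the GAL-FLAG-CSE4 strains in raffinose/galactose, so the expression of Cse4 and the medium changed together. The paper names the endogenous protein Flag-Cse4, whereas the sample labels give an HA tag for the endogenous strains and an anti-FLAG M2 gel for the precipitation in every strain. The authors aligned the reads with Bowtie, removed duplicates with Samtools and called peaks with MACS in each ChIP library against its own input. The deposited lists give for each peak its position, its summit, and the fold enrichment and the -log10 p and q at the summit. These values are the authors', and the fold enrichment serves here to describe and rank the peaks within a list. MACS forms the fold enrichment from the ChIP pileup and the background expected from the input, each with a pseudocount of 1, and takes the Poisson p from the same pair of numbers. The pileup, a whole number of fragments, and the background were therefore solved from each peak's fold enrichment and -log10 p. This gave an answer for 99.9% of the peaks with endogenous Cse4 in wild type, 99.5% with endogenous Cse4 in cdc7-7, 97.8% in wild type GAL-FLAG-CSE4 and 99.9% in cdc7-7 GAL-FLAG-CSE4. In the same order, the median background at the centromeres was 200.3, 76.2, 37.9 and 146 fragments, which serves as the measure of each library's depth. The highest of these was 5.29 times the lowest. The paper's Methods give from 1.4M to 5.3M unique alignments for the ChIP libraries, a ratio of 3.79, without a value for each library. The values below use the solved background, which rises with the length of the fragments as well as with their number. A shallower library needs a higher fold enrichment for the same p, and the lowest fold enrichment in the lists was 1.18, 1.38, 1.63 and 1.10 in the same order. These minima do not follow depth alone, as wild type with endogenous Cse4 is deeper than cdc7-7 GAL-FLAG-CSE4 but has the higher minimum. The 1.10 belongs to the peak at CSE4, whose background was not solved. A peak that overlaps an annotated centromere by at least 1 bp was taken as a CEN peak and every other peak as a non-CEN peak. Positions are 1-based on build R64, whose 16 nuclear chromosomes hold 12071326 bp and 6002 protein-coding genes. Shares of peaks carry a 95% Wilson interval, which covers counting error only. They are set beside 1000 random placements of the same peak widths on the same chromosomes, given as a mean and a range.

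**Figure D1:**
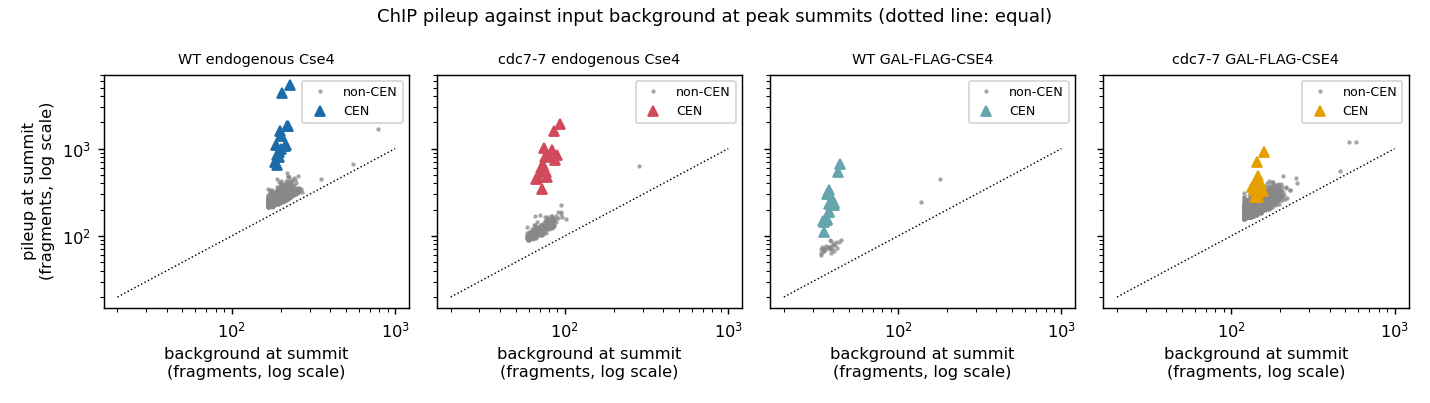
ChIP pileup against the input background at the summit of each peak, both in fragments on log scales, with 1 panel per ChIP library, gray points for non-CEN peaks and triangles for CEN peaks. The background lies lowest in wild type GAL-FLAG-CSE4, and the CEN peaks of cdc7-7 GAL-FLAG-CSE4 lie close to the non-CEN peaks.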

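With endogenous Cse4 in the wild type strain, the deposited list holds 811 peaks, of which 16 are CEN peaks and 795 are non-CEN peaks. Each of the 16 centromeres has 1 peak. By number, the CEN peaks are 1.97% of the list. By fold enrichment, they are its strongest peaks, with a median of 5.45 and a range from 3.40 to 23.2, whereas the non-CEN peaks have a median of 1.38 and reach at most 2.43. The median pileup was 1097 fragments at the CEN peaks and 273 at the non-CEN peaks. A minimum fold enrichment of 2, the setting that moved the count most, leaves 10 non-CEN peaks, and a minimum -log10 q of 5 leaves 357. By the position of the summit, with the extent of the whole peak in parentheses, the 5 strongest lie inside YEF3 (XII, 636780 to 639918, fold enrichment 2.43), inside RPL8A (VIII, 34665 to 35957, 2.35), inside PMA1 (VII, 479547 to 482686, 2.21), between YHR054C and YHR054C-B (VIII, 214116 to 214383, 2.13) and inside GCN4 (V, 138670 to 139772, 2.13). The peak beside YHR054C has a background of 791 fragments, the highest among the 810 peaks of the list with a solved background.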

Consistent with previous reports (Hildebrand and Biggins 2016), endogenous Flag-Cse4 showed peaks of enrichment primarily at centromeric (*CEN*) regions in the wild type strain (Figure S1, WT). Endogenous Flag-Cse4 also showed enrichment primarily at *CEN* regions in the *cdc7**-7* strain (Figure S1, *cdc7**-7*), indicating that Flag-Cse4 expressed from its own promoter is not mislocalized to distinct non-centromeric genomic loci in a *cdc7**-7* strain. 

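In the cdc7-7 strain with endogenous Cse4, the list holds 183 peaks. All 16 centromeres have a peak, and 167 peaks are non-CEN. The CEN peaks make up 8.74% of the list and have a median fold enrichment of 8.58, from 4.70 to 20.3. The non-CEN peaks have a median of 1.68 and a highest value of 2.54, so that none reaches the weakest CEN peak. The summits of the 5 strongest non-CEN peaks lie inside ENO2 (VIII, 451311 to 451846, fold enrichment 2.54), between HIP1 and TDH3 (VII, 882378 to 882951, 2.43), inside CCW12 (XII, 369600 to 370011, 2.42), between YHR054C and YHR054C-B (VIII, 214116 to 214392, 2.22) and inside RPL10 (XII, 283098 to 283609, 2.14). The peak beside YHR054C has a background of 286 fragments, the highest solved in the list, against a list median of 71.7. Of the 167 non-CEN peaks, 134 (80.2%, 95% interval from 73.6% to 85.6%) overlap a non-CEN peak of the wild type strain, against a mean of 11.6 and at most 24 in the random placements. The wild type library is the deeper of the pair. When its pileups were thinned at random to the 38.2% that matches the depth of the cdc7-7 library, a mean of 494 of its non-CEN peaks stayed past its weakest p, from 462 to 530 in 1000 draws. The paper concludes from the enrichment at CEN regions that Flag-Cse4 expressed from its own promoter is not mislocalized to distinct non-centromeric loci in this strain.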

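The list for the wild type GAL-FLAG-CSE4 strain holds 46 peaks, 1 at each of the 16 centromeres and 30 elsewhere. This library has the lowest background of the 4, and the weakest peak in its list has a -log10 p of 4.09, against 2.30 in the list of the cdc7-7 GAL-FLAG-CSE4 strain. The non-CEN peaks have a median fold enrichment of 1.94 and a median pileup of 74 fragments. By the position of the summit, the strongest is between YHR054C and YHR054C-B (VIII, 214018 to 214414, fold enrichment 2.46), followed by a peak inside ZEO1 (XV, 110238 to 110692, 2.34), between CNL1 and GGA1 (IV, 1189459 to 1189842, 2.21), between FLC2 and OAF1 (I, 48386 to 48772, 2.14) and in the rDNA between TAR1 and YLR154C-G (XII, 459491 to 460817, 2.09). The peak beside YHR054C has a background of 180 fragments, the highest solved in the list, against a list median of 38.1. With endogenous Cse4, 16 of the 30 are also overlapped by a peak in the wild type strain and 12 in the cdc7-7 strain, against random means of 2.17 and 0.433. A non-CEN peak of each of the other lists overlaps 8 of the 30. A minimum -log10 q of 5 leaves 12 of the 30 peaks.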

For overexpressed Flag-Cse4, at the sequencing depth of our experiments (1.5-5.3 million non-duplicates, uniquely-mapped reads), Flag-Cse4 was found enriched at only 30 non-*CEN* sites in a wild type strain. In contrast, 2,187 non-*CEN* peaks of Flag-Cse4 were detected in a *cdc7**-7 GAL-FLAG-**CSE4* strain. In addition, a higher generalized background of Flag-Cse4 was observed across the genome as evidenced by a lower signal to noise ratio of the *CEN* peaks (Figure 5A, S2). 

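The deposited list for the cdc7-7 GAL-FLAG-CSE4 strain holds 2203 peaks, of which 15 overlap a centromere and 2188 do not. The centromere without an overlapping peak is CEN12 (XII, 150828 to 150947), whose nearest peak starts after 126 bp at position 151074 and has a fold enrichment of 1.69. Non-CEN peaks have a median fold enrichment of 1.53 and a median width of 478 bp, and together they cover 1228417 bp. The summits of the 5 strongest lie between CDC53 and LYS21 (IV, 226965 to 227594, fold enrichment 2.54), between YEL008W and MIT1 (V, 140796 to 141808, 2.48), between RTN1 and LYS4 (IV, 930148 to 930848, 2.47), between SSO2 and ADD37 (XIII, 627627 to 628194, 2.37) and between CNL1 and GGA1 (IV, 1189351 to 1190288, 2.37). To compare the GAL-FLAG-CSE4 libraries at like depth, the pileups were thinned to 26.2%, the ratio of their backgrounds at 15 centromeres. A mean of 1489 non-CEN peaks stayed past the list's own weakest p, from 1423 to 1540 in the draws, and 738 stayed past the weakest p of the wild type list, a threshold chosen after seeing the data. These means are 49.6 and 24.6 times the number of non-CEN peaks in wild type. With a fold enrichment of at least 2 required, 78 non-CEN peaks stay in cdc7-7, against 10 in wild type. Of the wild type peaks, 20 (66.7%, 95% interval from 48.8% to 80.8%) overlap a non-CEN peak of cdc7-7, against a random mean of 5.88 and at most 13. Of CDC7, DBF4, PSH1, CSE4, MCM5, UBI4 and MTW1, chosen beforehand from the genes that the paper names, this list has a peak upstream of CDC7 (YDL017W, fold enrichment 1.47), 1 overlapping the start of DBF4 (YDR052C, 1.53), 1 overlapping the start of PSH1 (YOL054W, 1.54) and 1 overlapping the 3' end of CSE4 (YKL049C, 1.10, with no solved background), and none at MCM5, UBI4 or MTW1. Among the galactose-regulated genes, it has a peak with its summit between GAL7 and GAL10 (II, 275647 to 276579, 1.96), 1 within 1 kb upstream of GAL3 (1.67) and 1 at the start of GAL80 (1.54), and none at GAL1 or GAL2. The summit of the peak upstream of GAL3, at 462395, lies inside TRP1, a gene named after seeing the values, and endogenous Cse4 in wild type has a peak there as well (1.49).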

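At the 15 centromeres with a peak in both GAL-FLAG-CSE4 strains, the fold enrichment of the CEN peak was higher in wild type than in cdc7-7 at all 15. Over all CEN peaks of each list, the median was 5.18 for the 16 in wild type, from 3.13 to 15.0, and 2.55 for the 15 in cdc7-7, from 1.89 to 5.75, and the ratio of these medians was 2.03. Over the 15 shared centromeres, a comparison chosen after seeing the data, the wild type median was 5.46 and the ratio of the medians 2.14. The ratio at each shared centromere ran from 1.17 to 3.02. The centromeres of 1 library are not replicates of a strain. In cdc7-7, 155 non-CEN peaks have a fold enrichment above that of the weakest CEN peak, whereas none does in wild type. The CEN peaks of cdc7-7 had a median pileup of 373 fragments over a background of 146, and the non-CEN peaks 220 fragments. When each fold enrichment was divided by the median of the list's non-CEN peaks, the setting that moved the ratio most, the ratio of the medians was 1.60 over all CEN peaks of each list, and wild type was higher at 14 of the 15 shared centromeres. The summit lies within the annotated centromere at 10 of the 16 CEN peaks in wild type and at 1 of the 15 in cdc7-7, where the median distance from the summit to the centromere is 182 bp. With endogenous Cse4, it lies within the centromere at 5 of 16 in wild type and 11 of 16 in cdc7-7, with median distances of 31.5 and 0 bp. The paper reports a higher background of Flag-Cse4 across the genome of the cdc7-7 strain, and gives the lower signal to noise ratio of the CEN peaks as evidence.

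**Figure D2:**
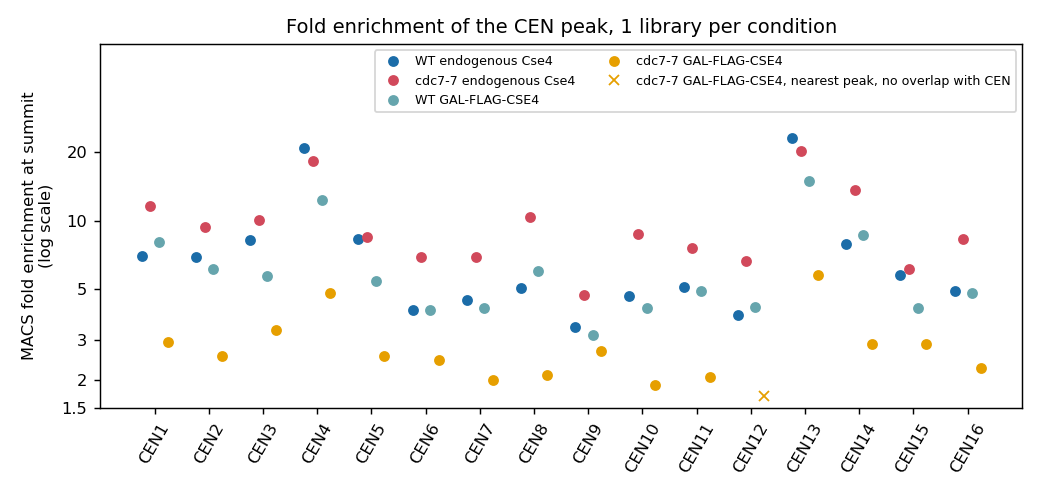
Fold enrichment at the summit of the CEN peak on a log scale for each of the 16 centromeres, with 1 point per ChIP library. The cross is the nearest peak to CEN12 in cdc7-7 GAL-FLAG-CSE4, which does not overlap the centromere, and the other points of that strain lie between 1.89 and 5.75.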

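Each peak of the cdc7-7 GAL-FLAG-CSE4 strain was assigned by its midpoint to 1 of 7 features in the order promoter, TTS, exon, 5' UTR, 3' UTR, intron and intergenic, which is the default order of HOMER. The promoter was the 500 bp upstream of the transcription start, the TTS the 50 bp on either side of the transcript end, and every gene was given a 5' UTR of 53 nt and a 3' UTR of 105 nt, the median lengths that the paper states. Enrichment is the share of peaks over the share of the summed feature length. Promoters hold 1417 of the 2203 peaks, or 64.3% (95% interval from 62.3% to 66.3%), in 21.1% of the feature length, an enrichment of 3.05 (2.96 to 3.15). Random placements put a mean of 21.6% of the peaks at promoters, from 19.2% to 24.9%. The choice that moved the share most was a promoter of 250 bp, with 46.0% of the peaks and an enrichment of 4.03. Exons hold 394 peaks (17.9%, enrichment 0.290), against a random mean of 65.4%. The TTS holds 26 peaks (1.18%, enrichment 0.280) and the 3' UTR 8 peaks (0.363%, enrichment 0.0821), with random means of 2.85% and 1.27%. Introns hold 12 peaks, an enrichment of 1.17 whose interval runs from 0.670 to 2.04. Intergenic regions hold 169 peaks (7.67%), an enrichment of 1.31 (1.13 to 1.51), and the random placements ran from 5.17% to 8.72%. The intergenic enrichment was 2.96 among the peaks with a fold enrichment of at least 2 (16 of 92), 1.96 with promoters of 250 bp and 1.06 with promoters of 1000 bp. With each midpoint moved to the summit, the enrichment at introns was 0.585 (6 peaks), on the other side of 1.

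**Figure D3:**
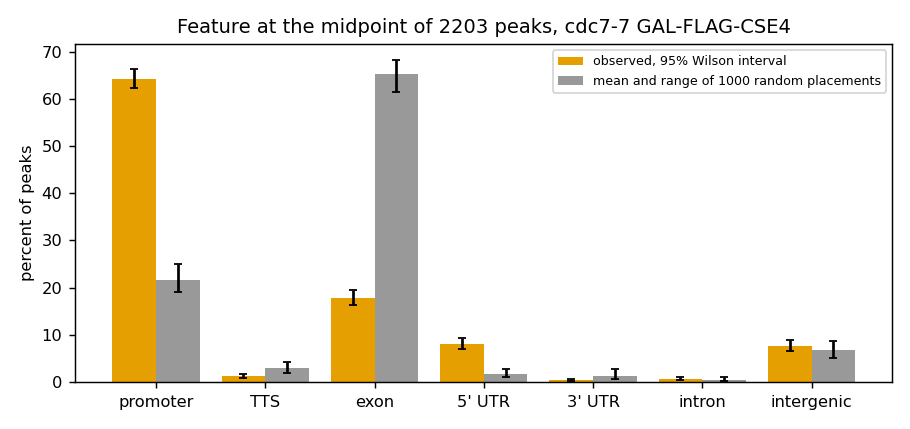
Percent of the 2203 peaks of cdc7-7 GAL-FLAG-CSE4 whose midpoint lies in each feature, with the 95% Wilson interval, beside the mean and range of 1000 random placements of the same widths. Promoters and 5' UTRs lie above the random range, exons, TTS and 3' UTRs below it, and introns and intergenic regions within it.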

Our results show that overexpressed Flag-Cse4 is highly enriched at promoters (60.4% of total peaks and 2.75-fold enriched relative to feature target size), but not at 3′-UTR’s, transcription termination sites (TTS), exons, introns, and intergenic regions in the *cdc7**-7* strain (Figure 5B). 

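In the same assignment, the 5' UTR holds the midpoint of 177 peaks, or 8.03% (95% interval from 6.97% to 9.24%) of the peaks in 2.23% of the feature length. The enrichment was 3.60 (3.12 to 4.14), and the random placements put a mean of 1.75% of the peaks there, from 0.999% to 2.81%. The values rest on the constant 5' UTR length, since the UTR lengths of single genes were not analysed here. Among the 92 peaks with a fold enrichment of at least 2, 3 (3.26%) have their midpoint in a 5' UTR, an enrichment of 1.46 whose interval, from 0.499 to 4.10, includes the value for all peaks.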

Significant enrichment (3.1 fold) was also found at 5′-UTR’s, although only 9.8% of the total peaks were found at these locations. This result is likely attributable to peaks overlapping the boundary between promoter and 5′-UTR.

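All 177 of these peaks overlap a promoter by at least 1 bp. Their median width is 390 bp, and 46 of them are wider than 500 bp. With a 5' UTR of 53 nt beside the promoter, peaks of these widths centered in the 5' UTR reach the promoter by construction, and random placements that keep the feature class overlap a promoter in 100% of cases as well. The median share of the peak that lies within a promoter is 44.4%, against a random mean of 36.8%. The summits of all non-CEN peaks in this strain lie a median of 95 bp upstream of the nearest start codon.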

**Figure 5:**
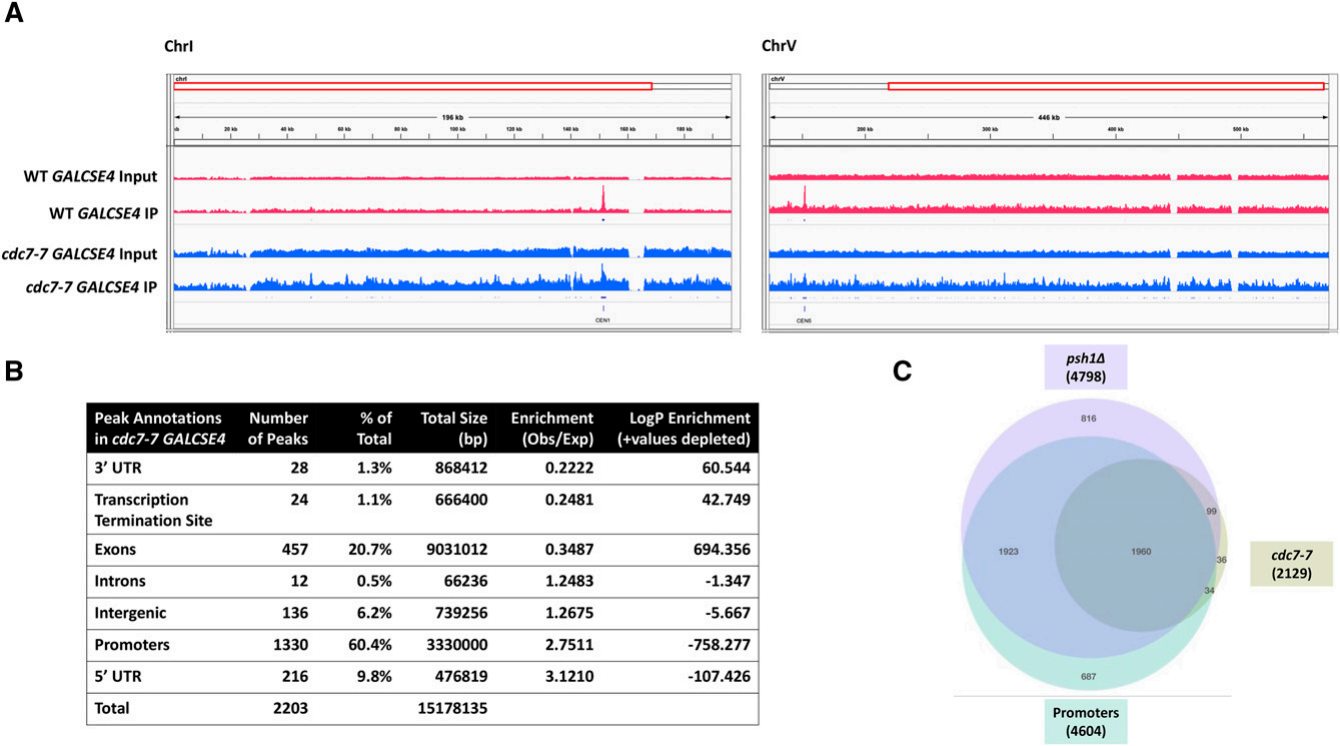
Cse4 is mislocalized to non-centromeric regions in a *cdc7**-7* strain. ChIP-seq was performed using chromatin lysates from wild type (YMB10044) and *cdc7**-7* (YMB10041) strains. A. Flag-Cse4 is mislocalized in a *cdc7**-7* strain. Genome browser of input and ChIP samples for Chromosome I and Chromosome V in wild type (top) and *cdc7**-7* (bottom) strains overexpressing Flag-Cse4. Regions of *CEN1* and *CEN5* are shown. B. Flag-Cse4 is enriched at promoters in a *cdc7**-7* strain. The annotatePeaks tool of HOMER v5.10 (http://homer.ucsd.edu/homer/) was used to define genomic locations of Flag-Cse4 enrichment in the *cdc7**-7* strain. The genomic feature, peak number, percent of total peaks, region size, fold-enrichment (relative to sequence content), and LogP enrichment are indicated. C. FLAG-Cse4 is preferentially enriched at promoters in *cdc7**-7* and *psh1**Δ* strains. Overlap between Flag-Cse4 enrichment in *cdc7**-7* and *psh1**Δ* strains and at promoters.

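CEN1 is annotated on chromosome I from 151465 to 151582 (118 bp, 85.6% A and T), between TFC3, 358 bp away, and NUP60, 733 bp away. Its CDEI element, GTCACATGAC, spans 151465 to 151474, its CDEII spans 151475 to 151557 with 96.4% A and T, and its CDEIII, TGTTTTTGTTTTCCGAAGCAGTCAA, spans 151558 to 151582. In wild type GAL-FLAG-CSE4, the CEN1 peak runs from 151110 to 151981 with its summit at 151566, a pileup of 302 fragments over a background of 36.6 and a fold enrichment of 8.06. In cdc7-7 GAL-FLAG-CSE4, it runs from 150707 to 152586 with its summit at 151231, 409 fragments over 139 and a fold enrichment of 2.93. CEN5 is annotated on chromosome V from 151987 to 152104, with 84.7% A and T, and IRC22 and MNN1 lie 1068 and 1474 bp away. Its CDEI is ATCACGTGCT, from 151987 to 151996, its CDEII spans 151997 to 152079 with 91.6% A and T, and its CDEIII is AGTATTAGATTTCCGAAAAGAAAAA, from 152080 to 152104. The CEN5 peak runs from 151433 to 152584 in wild type, with its summit at 152148, 225 fragments over 40.4 and a fold enrichment of 5.46. In cdc7-7 it runs from 150849 to 153753, with its summit at 152165, 391 fragments over 153 and a fold enrichment of 2.55.

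**Figure D4:**
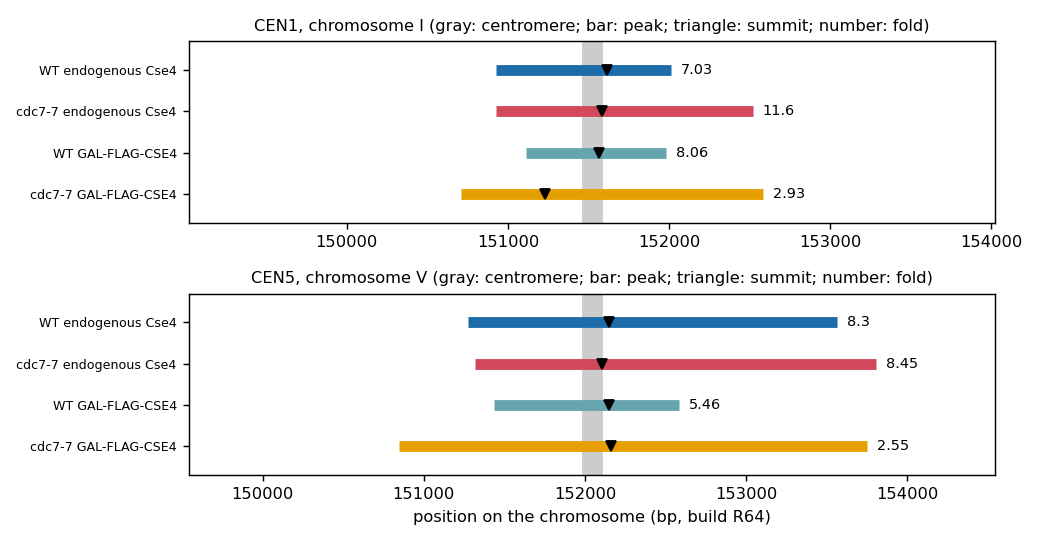
Extent of the CEN1 and CEN5 peaks (bars) and their summits (triangles) in the 4 ChIP libraries, in bp on build R64, with the fold enrichment beside each bar and the annotated centromere in gray. The peaks of cdc7-7 GAL-FLAG-CSE4 have the lowest fold enrichment of the 4 at both centromeres, 2.93 and 2.55.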

The phenotypes of SDL with *GALCSE4*, defects in Cse4 proteolysis, and mislocalization of Cse4 to non-centromeric regions in a *cdc7**-7* strain are similar to that observed in a *psh1**∆* strain (Hewawasam *et al.* 2010; Ranjitkar *et al.* 2010). Since the ChIP-seq experiments were performed with an isogenic set of strains with an integrated copy of *GAL-FLAG-**CSE4* in the same genetic background used previously to examine localization of overexpressed Flag-Cse4 in a *psh1**Δ* background (Hildebrand and Biggins 2016), we compared our results to the ChIP-seq results from Hildebrand and Biggins. The raw sequencing data were downloaded from the Sequence Read Archive (GEO Series GSE69696) and subjected to the same alignment and peak calling procedures used for our ChIP-seq analyses with the *cdc7**-7* strain. Of the 2,129 regions of Flag-Cse4 enrichment identified in the *cdc7**-7* strain 2,059 (97%) overlapped with one or more peaks of Cse4 enrichment identified in the *psh1**Δ* strain (*p*-value < 10^−4^) (Figure 5C). 

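Of the deposited peaks of the cdc7-7 GAL-FLAG-CSE4 strain, 1980 (89.9%, 95% interval from 88.5% to 91.1%) overlap a 500 bp promoter by at least 1 bp. A mean of 894 of the peaks (40.6%) did so in the random placements, from 822 to 978, so the observed number is 2.21 times that mean. Where at least 50% of the peak had to lie within promoters, the setting that moved the share most, 64.2% of the peaks qualified. In wild type GAL-FLAG-CSE4, 25 of 46 peaks (54.3%) overlap a promoter, which lies within the random range from 21.7% to 67.4%. Measured from the summit to the nearest start codon, 1323 non-CEN summits of cdc7-7 GAL-FLAG-CSE4 (60.5%) lie in the 500 bp upstream of it, against a mean of 18.5% in 200 random placements.

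**Figure D5:**
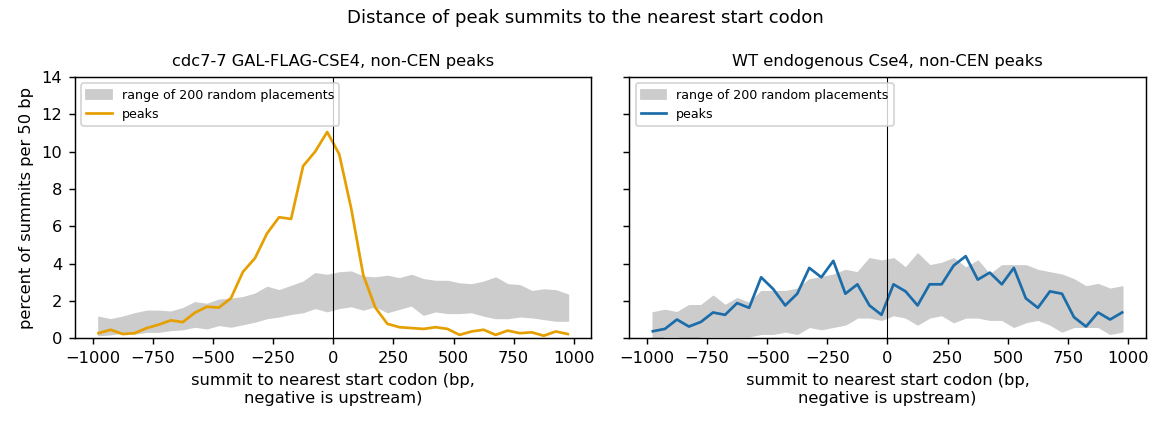
Percent of non-CEN summits per 50 bp of distance to the nearest start codon, negative upstream, for cdc7-7 GAL-FLAG-CSE4 and for endogenous Cse4 in wild type, with the range of 200 random placements in gray. The cdc7-7 GAL-FLAG-CSE4 summits lie above the random range just upstream of the start codon.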

As observed for the *psh1**∆* strain, a high proportion (1,994/2,129, 94%) of Cse4 mislocalization in the *cdc7**-7* strain occurs in promoter regions (*p*-value < 10^−4^); virtually all were common to promoter-localized Cse4 found in the *psh1**Δ* strain (Figure 5C). We note that in making the 3-way comparison, closely-spaced peaks are merged to eliminate inconsistency in counts when a single peak in one set overlaps multiple peaks in another set; thus, the total number of intervals shown in Figure 5C differs from the actual *cdc7**-7* peak count indicated in Figure 5B. 

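The paper's text does not name the distance within which peaks were merged. In the deposited list of the cdc7-7 GAL-FLAG-CSE4 strain, no peaks lie closer than 200 bp to each other, so merging at that distance leaves all 2203 intervals. At 500 bp, a distance chosen after seeing the data, 2088 intervals remain, of which 1908 (91.4%) overlap a promoter. The peaks of the psh1Δ strain were not analysed here.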

Overall, these results show that the mislocalization pattern of Cse4 in the *cdc7**-7* strain is similar to that observed in a *psh1**∆* strain.

### Cdc7 regulates Psh1-mediated proteolysis of overexpressed Cse4

We have previously shown that overexpression of the ubiquitin-encoding gene *UBI4* suppresses the SDL of a *psh1**Δ GALCSE4* strain (Au *et al.* 2013). The overlapping pattern of Cse4 mislocalization in *cdc7**-7* and *psh1**∆* strains prompted us to examine if overexpression of *UBI4* would suppress the SDL of a *cdc7**-7 GALCSE4* strain. Growth assays showed that *UBI4* suppresses the *cdc7**-7 GALCSE4* SDL phenotype at the permissive temperature of 23° (Figure 6A). *UBI4* did not suppress the TS growth defect of *cdc7**-7* strains at 37°.

**Figure 6:**
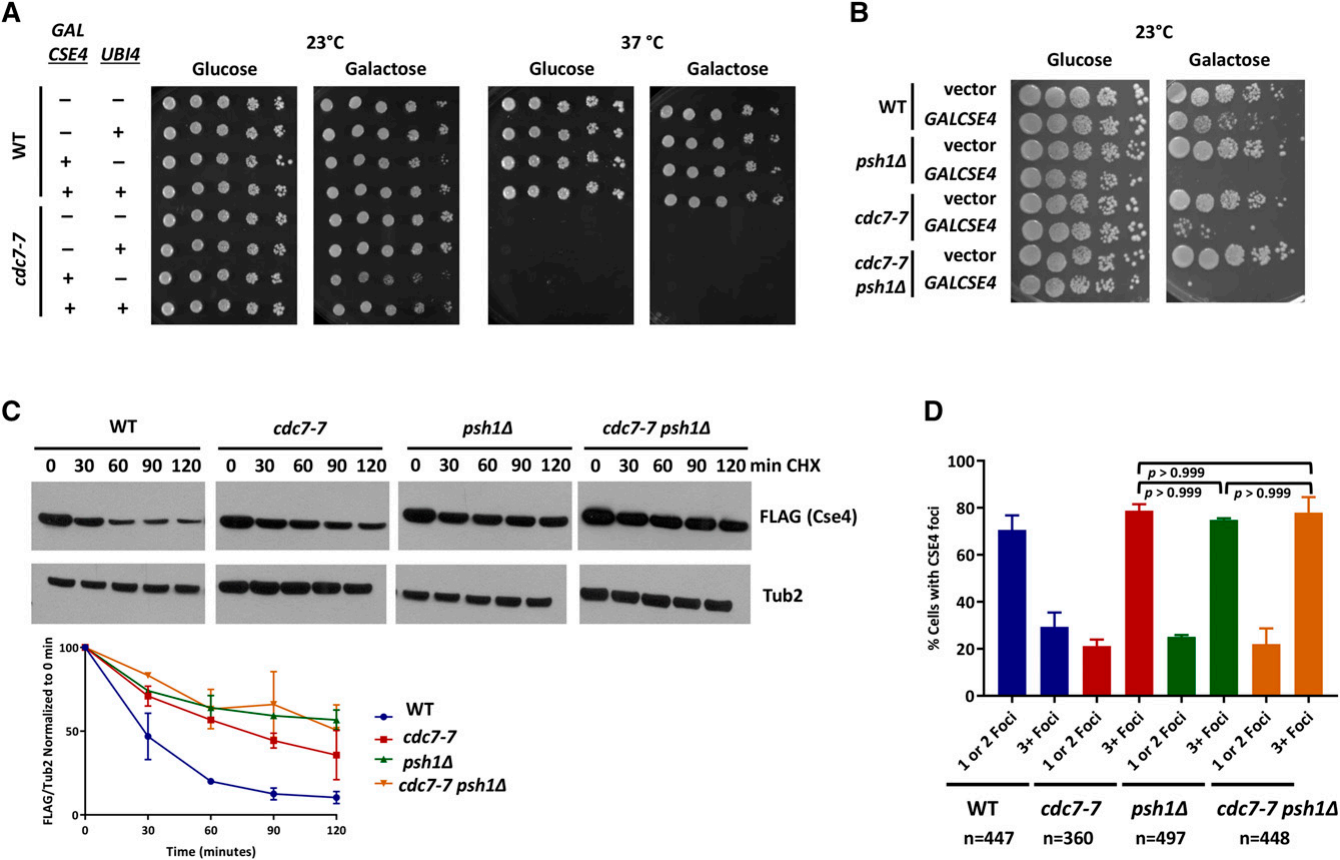
Cdc7 regulates Psh1-mediated proteolysis of Cse4. A. Overexpression of *UBI4* suppresses the SDL of a *cdc7**-7 GALCSE4* strain. Growth assays of wild type (RSY299) and *cdc7**-7* (RSY302) cells transformed with empty vector (pMB433, *GALCSE4* -) or *GAL-HA-**CSE4* (pMB1597, *GALCSE4+*) and subsequently transformed with empty (pRS425, 2µ *UBI4*-) or UBI4 (pMB1604, *UBI4*+). Cells were spotted in fivefold serial dilutions on media selective for the plasmids containing either glucose (2%) or raffinose/galactose (2% each) and incubated at 23° or 37° as indicated for 3-5 days. Three independent transformants for each strain were assayed and the representative image is shown. B. The *GALCSE4* SDL phenotype of the *cdc7**-7 **psh1**∆* strain is similar to that observed for *psh1**∆* and *cdc7**-7* strains. Growth assays of wild type, *psh1**∆*, *cdc7**-7*, and *cdc7**-7 **psh1**∆* strains with endogenously expressed Flag-Cse4 (vector; YMB10043, YMB10126, YMB10040, and YMB10124, respectively) or Flag-Cse4 expressed from a galactose-inducible promoter integrated into the genome (*GALCSE4*; YMB10044, YMB10127, YMB10041, and YMB10125, respectively) spotted in fivefold serial dilutions on to rich media containing either glucose (2%) or raffinose/galactose (2% each) and incubated at 23°C for 5 days. Three independent transformants for each strain were assayed and the representative image is shown. C. The Cse4 proteolysis defect in a *cdc7**-7 **psh1**∆* double mutant is similar to that observed for a *psh1**∆* strain. Western blot analysis of protein extracts from wild type (YMB10044), *cdc7**-7* (YMB10041), *psh1**∆* (YMB10127), and *cdc7**-7 **psh1**∆* (YMB10125) strains grown to logarithmic phase of growth in raffinose-containing media (2%). Expression of *GAL-FLAG-**CSE4* was induced with galactose (2%) for 1.75 hr. Cells were then treated with cycloheximide (CHX, 10 µg/ml) and glucose (2%). Aliquots were taken at the indicated timepoints. Protein extracts were analyzed using Western blot analysis and blots were probed with anti-FLAG (Cse4) and anti-Tub2 (loading control). The graph shows the quantification of the levels of FLAG-Cse4 remaining after treatment with CHX relative to Tub2 from two independent experiments. Error bars represent SEM. D. Mislocalization of Cse4 is not further enhanced in the *cdc7**-7 **psh1**∆* strain. Localization of Cse4 was examined using chromosome spreads prepared from nocodazole arrested wild type (YMB10044), *cdc7**-7* (YMB10041), *psh1**∆* (YMB10127), and *cdc7**-7 **psh1**∆* (YMB10125) strains. FLAG-Cse4 was labeled with Cy3 and DNA with DAPI. The graph displays quantification of Cse4 localization as a percentage over total cell count. The graph displays the SEM of two independent experiments, *psh1**Δ* 3+ foci *vs.* *cdc7**-7* 3+ Foci, *cdc7**-7* 3+ foci *vs.* *cdc7**-7 **psh1**Δ* 3+ Foci, and *psh1**Δ* 3+ foci *vs.* *cdc7**-7 **psh1**Δ* 3+ Foci *p*-value > 0.999.

We took multiple approaches to evaluate if Cdc7 functions in an overlapping pathway with Psh1 to regulate Cse4 proteolysis. We generated *cdc7**-7* and *psh1**∆* single and *cdc7**-7 **psh1**∆* double mutant strains with *GAL-FLAG-**CSE4* integrated in the genome. Growth assays confirmed the SDL phenotype of *GAL-FLAG-**CSE4* for *cdc7**-7* (Figure 1A and 6B), and that reported previously for *psh1**∆* strains on galactose media (Hewawasam *et al.* 2010; Ranjitkar *et al.* 2010). The *psh1**∆* strain showed a more severe growth defect than the *cdc7**-7* strain with *GAL-FLAG-**CSE4*. The *cdc7**-7 **psh1**∆* double mutant displays SDL similar to that observed for the *psh1**∆* strain (Figure 6B). We also examined the stability of overexpressed Flag-Cse4 in the *cdc7**-7*, *psh1**∆*, and *cdc7**-7 **psh1**∆* strains. Consistent with previous results (Figure 2A and (Hewawasam *et al.* 2010; Ranjitkar *et al.* 2010)), Flag-Cse4 was more stable in *cdc7**-7* and *psh1**∆* strains when compared to the wild type strain (Figure 6C). The stability of Flag-Cse4 in the *psh1**Δ* strain is higher than that in the *cdc7**-7* strain, however the stability of Flag-Cse4 in the *cdc7**-7 **psh1**∆* strain was similar to that observed in the *psh1**∆* strain (Figure 6C). Lastly, we examined the mislocalization of Flag-Cse4 in wild type, *cdc7**-7*, *psh1**∆*, and *cdc7**-7 **psh1**∆* strains using chromosome spreads. We observed significantly higher levels of Flag-Cse4 mislocalization in *cdc7**-7* as described earlier (Figures 4A and 4B) and as reported previously for *psh1**∆* strains (Hewawasam *et al.* 2010; Ranjitkar *et al.* 2010) when compared to the wild type strain. Consistent with results for the SDL phenotype and protein stability, the mislocalization of Flag-Cse4 was not further enhanced in *cdc7**-7 **psh1**∆* strains when compared to the single *cdc7**-7* and *psh1**∆* strains (Figure 6D, *p*-value > 0.999). We propose that Cdc7 and Psh1 are epistatic for proteolysis of Cse4 to prevent Cse4 mislocalization to non-centromeric regions.

## Discussion

In this study, we investigated the role of the Dbf4-dependent kinase (DDK) complex in proteolysis of Cse4. Five alleles of genes encoding DDK were among the top twelve hits in a screen to identify mutant strains displaying SDL with *GALCSE4*. Our results show that *cdc7**-7* strains exhibit an SDL phenotype with *GALCSE4*, defects in ubiquitin-mediated proteolysis of Cse4, and mislocalization of Cse4 to non-centromeric regions, particularly to gene promoters. The lack of a rescue of the *GALCSE4 SDL* or Cse4 proteolysis defect in the *cdc7**-7* strain by *mcm5**-bob1* indicates a DNA replication-independent role of Cdc7 in Cse4 proteolysis. Additionally, several experimental approaches showed that Cdc7 functions in a pathway overlapping with Psh1 to promote proteolysis of Cse4 and prevent Cse4 mislocalization to non-centromeric regions. Our studies define the first essential kinase, DDK, to regulate proteolysis of overexpressed Cse4 and prevent mislocalization of Cse4.

DDK is most well-studied for its role in initiating DNA replication through phosphorylation of the *MCM2*-7 DNA helicase complex at origins of replication, allowing cells to proceed through the G1/S phase of the cell cycle (Lei *et al.* 1997; Oshiro *et al.* 1999; Weinreich and Stillman 1999; Zou and Stillman 2000; Bruck and Kaplan 2009). Temperature sensitive *cdc7* mutants exhibit defects in the cell cycle and are unable to complete DNA replication at the restrictive temperature of 37°; replication and cell cycle defects are not observed at the permissive temperature of 23° (reviewed in (Sclafani 2000)). All the assays in our current study, including growth, protein stability, and chromosome localization, were performed at 23°. Based on these results, we conclude that the *GALCSE4* SDL phenotype, defect in Cse4 proteolysis, and decrease in Ub_n_-Cse4 levels in *cdc7**-7* strains observed at 23° are independent of defects in cell cycle progression.

Phosphorylation of *MCM2*-7 by DDK causes a conformational change in the *MCM2*-7 complex and this regulates replication initiation (Hoang *et al.* 2007). A mutation in MCM5, P83L (*mcm5**-bob1*), is thought to mimic the conformational change that results from DDK-mediated phosphorylation of *MCM2*-7. The *mcm5**-bob1* mutation rescues the temperature sensitivity, bypasses the cell cycle defects of *cdc7* strains (Jackson *et al.* 1993), and the DNA distribution by FACS of a *cdc7* *mcm5**-bob1* strain is normal (Hardy *et al.* 1997). We used genetic and biochemical approaches to examine if the role of Cdc7 in proteolysis of Cse4 is independent of its role in replication initiation. We reasoned that if the regulation of Cse4 proteolysis by Cdc7 was dependent on replication initiation, the *mcm5**-bob1* mutation should rescue the SDL phenotype and Cse4 proteolysis defect in *cdc7**-7* strains. However, we did not observe suppression of the *GALCSE4* SDL or defects in Cse4 proteolysis in the *cdc7**-7 **mcm5**-bob1* strain at 23°. Furthermore, ChIP-seq using a *cdc7**-7* strain did not reveal a significant enrichment of Cse4 to origins of DNA replication which are normally occupied by Cdc7 (Rossbach *et al.* 2017). 

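The annotation lists 352 origins of replication (ARS elements) on the nuclear chromosomes. Of the 2203 peaks of the cdc7-7 GAL-FLAG-CSE4 strain, 77 (3.50%, 95% interval from 2.81% to 4.35%) overlap an origin by at least 1 bp. With the peaks placed at random over the genome, a mean of 53.9 overlapped an origin, from 32 to 76, so the observed number was 1.43 times the mean and above every placement. When each peak was placed at random within its own feature class, the mean was 72.6, from 48 to 105, and 310 of the 1000 placements reached the observed number.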

Similar to our observations, a previous study has shown that *mcm5**-bob1* cannot suppress the defect of *cdc7*-induced mutagenesis (Pessoa-Brandão and Sclafani 2004), indicating a different Cdc7 substrate in mutagenesis than the *MCM2*-7 complex (Rossbach and Sclafani 2016). Together, our results support a DNA replication-independent role of Cdc7 in regulating Cse4 proteolysis.

Cse4 expressed from its own promoter is not detectably mislocalized to specific genomic regions in a *cdc7**-7* strain (Figure S1). Additionally, degradation of endogenous Flag-Cse4 in a *cdc7**-7* strain is similar to that in a wild type strain (Figure S3). 

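Ribosomal protein genes (138 in the annotation) are overlapped by 49 of the 167 non-CEN peaks with endogenous Cse4 in cdc7-7 (29.3%, 95% interval from 23.0% to 36.6%), against a random mean of 1.47%, and by 122 of the 795 in wild type (15.3%), against 1.45%. The 296 genes with the highest codon adaptation index, the top 5% of protein-coding genes, are overlapped by 93 of the peaks in cdc7-7 (55.7%) and by 202 in wild type (25.4%). The wild type library is the deeper of the pair, and its non-CEN peaks have a median fold enrichment of 1.38, against 1.68 in cdc7-7. More weak peaks in the deeper list can lower its shares, so these shares do not compare the strains. No non-CEN peak of either endogenous list overlaps a telomere. LTR and Ty elements are overlapped by no peak in cdc7-7 and by 9 in wild type. With endogenous Cse4, wild type has a peak overlapping the 3' end of CSE4 with a fold enrichment of 1.26, and cdc7-7 has a peak upstream of CDC7 with 1.54.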

Genome-wide studies have shown that mislocalization of Cse4 is barely detectable in wild type (Camahort *et al.* 2009; Lefrancois *et al.* 2009; Hildebrand and Biggins 2016) or *psh1**Δ* strains (Hildebrand and Biggins 2016), suggesting that cellular levels of endogenous Cse4 are stringently regulated to ensure that it is not mislocalized to non-centromeric regions in a wild type cell. In the context of overexpressed Cse4, wild type cells do not show growth inhibition with *GALCSE4*, in part because overexpressed Cse4 is proteolyzed by Psh1, Rcy1, Slx5, Ubr1, and other regulators. Mutants of these regulators display defects in proteolysis of Cse4, which contributes to mislocalization of overexpressed Cse4 and lethality with *GALCSE4* (Hewawasam *et al.* 2010; Ranjitkar *et al.* 2010; Ohkuni *et al.* 2016; Ciftci-Yilmaz *et al.* 2018).

Our studies here provide evidence that Cdc7 plays a role in regulating levels of overexpressed Cse4. Chromosome spreads showed mislocalization of overexpressed Cse4 in a *cdc7**-7* strain and ChIP-seq confirmed these results. We observed a significant amount of Cse4 mislocalization throughout the genome, and analysis of the localization pattern showed a preferential enrichment of Flag-Cse4 at promoter regions with a high degree of overlap to that observed in the *psh1**Δ* strain. We propose that Cdc7 functions in a pathway that overlaps with Psh1 in Cse4 proteolysis. We provide several lines of evidence to support our hypothesis. The *GALCSE4* SDL phenotype, increased stability of Cse4, and levels of Cse4 mislocalization observed in the *cdc7**-7 **psh1**Δ* strain were not significantly different than that observed in the *cdc7**-7* or *psh1**∆* strains. Additionally, the preferential localization of Cse4 to promoters is observed in both *cdc7**-7* and *psh1**Δ* strains and the *GALCSE4* SDL phenotype is suppressed by overexpression of *UBI4* in both *cdc7**-7* and *psh1**∆* strains. Future studies will allow us to investigate the mechanism by which Cdc7 affects the Psh1 pathway and if Cdc7 regulates pathways other than Psh1-mediated proteolysis for Cse4.

Previous studies have shown that Cdc7 and Dbf4 associate with replication origins, including the early-firing replication origins at the centromere (Natsume *et al.* 2013; Rossbach *et al.* 2017) and that low levels of DDK at centromeres contributes to delay in the replication of centromeres (Natsume *et al.* 2013). DDK associates with kinetochores through the COMA complex, consisting of Ctf19, Mcm21, Okp1, and Ame1, and this regulates sister chromatid cohesion independently of the role of DDK in initiating DNA replication (Natsume *et al.* 2013). DDK phosphorylates the N-terminal tail of Ctf19 and this recruits the cohesin loader Scc2/4, for proper sister chromatid cohesion (Hinshaw *et al.* 2017). Recent studies have shown that the N-terminal tail of Cse4 interacts with Okp1, which directs kinetochore loading distinct from Mif2-directed loading (Fischböck-Halwachs *et al.* 2019). Phosphorylation of the N-terminal tail of Cse4 promotes the interaction of Cse4 with Ame1/Okp1 and this likely regulates recruitment of kinetochore components (Hinshaw and Harrison 2019). It is of great interest to examine if Cse4 is a substrate of DDK and define the role of DDK-mediated phosphorylation of Ctf19 for the association of the COMA complex with Cse4. Future studies will allow us to examine if DDK-mediated phosphorylation of kinetochore substrates such as Cse4, Psh1, and Ctf19 contribute to the proteolysis of overexpressed Cse4 and prevent its mislocalization to non-centromeric regions.

In this study, we have described a new role for the essential kinase Cdc7 in regulating Psh1-mediated proteolysis of Cse4 independently of Cdc7’s role in initiating DNA replication. Based on our results for SDL of *GALCSE4* in *cdc7**-7* strains, we propose that inhibition of Cdc7 in cancers with high levels of CENP-A would lead to cancer cell-specific cell death. These studies are relevant from a clinical standpoint because high levels of Cdc7 and Dbf4 expression have been reported in several types of cancers (Bonte *et al.* 2008) and this correlates with accelerated progression through the cell cycle, mutation of p53, resistance to DNA damaging agents and chemotherapy, and poor survival rates (Montagnoli *et al.* 2004; Bonte *et al.* 2008; Kulkarni *et al.* 2009; Rodriguez-Acebes *et al.* 2010; Hou *et al.* 2012; Cheng *et al.* 2013). Targeting Cdc7 through siRNA knockdown in cancer cells has been shown to result in cancer cell-specific apoptotic cell death (Bonte *et al.* 2008; Kulkarni *et al.* 2009; Hou *et al.* 2012), whereas non-cancerous cells arrest in G1 and resume proliferation after Cdc7 activity is restored (Rodriguez-Acebes *et al.* 2010). Currently, Cdc7 inhibitors are in clinical trials to downregulate Cdc7 activity in cancer cells (clinicaltrials.gov #’s NCT02699749, NCT03096054). The evolutionary conservation of CENP-A and DDK makes budding yeast an excellent model to investigate the molecular role of DDK in preventing mislocalization of CENP-A and CIN.

How the deposited data were processed for this re-analysis (not part of the article)

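ChIP-seq of Cse4 was analysed in 4 strains of S. cerevisiae: wild type and cdc7-7 with endogenous Cse4, and wild type and cdc7-7 with GAL-FLAG-CSE4 induced for 1.75 hr at 23°. For each strain the authors deposited 1 list of peaks, called in 1 ChIP library against its own input library, so the 8 libraries gave 4 lists. Samples were assigned to conditions by their labels and the paper's text. Both sources name the same 4 strains, but the labels give an HA tag for the endogenous Cse4 that the paper calls Flag-Cse4. As the paper's Methods state, the authors aligned the paired reads to the S288C reference with Bowtie, keeping reads with 1 reportable position, removed between 20% and 89% of the reads as duplicates with Samtools rmdup, down sampled each input to 10M alignments and called peaks with MACS in paired-end mode at its default q of 0.05. The values in the deposited lists are the authors' fold enrichment over the local background, and the authors' -log10 p and -log10 q, each at the peak's summit. The alignments and coverage tracks were not analysed here.

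The pileup x and the background lambda at each summit were solved from the fold enrichment, (x + 1)/(lambda + 1), and the Poisson -log10 p, with x as a whole number. A solution was kept where the best whole number missed the -log10 p by less than 0.1 of the miss of the next best, a rule used in place of the planned match to every printed digit. This left 1 peak without a solution in each list except that of cdc7-7 GAL-FLAG-CSE4, which has 2. On simulated peaks with values rounded as in the lists, the planted pileup was found for 100% of the peaks in each list. The background at the centromeres measures the relative depth of the libraries, since no list states the number of fragments. To compare lists at like depth, the pileups of the deeper list were thinned binomially by the ratio of the median backgrounds, in 1000 draws, and peaks were counted where the Poisson p still passed the weakest p of the list. Subsampling the called summits of a library cannot add peaks that were not called at full depth, so these counts are not a full new peak calling.

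Features were taken from the reference annotation of build R64, with 6002 protein-coding genes, 352 origins and 16 centromeres. The annotation gives no UTRs, so every gene received the median UTR lengths that the paper states, 53 nt at the 5' end and 105 nt at the 3' end. The paper used HOMER with measured UTRs where available and the median lengths for the other genes, and the measured UTRs were not analysed here. Feature lengths were summed with their overlaps, 14245489 bp in all, as in the table of Figure 5B. Peaks were assigned by midpoint. Overlaps with promoters, origins, other lists and classes of genes required at least 1 bp. Random placements kept each peak's width and chromosome and, in a second form, the feature class of its midpoint, with 1000 placements per list and a fixed seed. On simulated lists, uniformly placed peaks gave 97.6% of the promoter overlap of the random mean, and planted promoter peaks were all found. The codon adaptation index was computed for 5921 genes with at least 50 scored codons with the ribosomal protein genes as the reference set. Intervals on shares are 95% Wilson intervals. The placements describe how far a list lies from chance position and are not tests between strains, and no p-values are given because each condition has 1 library.

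The genes and sites to be named were chosen by a rule set before the data were examined, together with the comparisons and most alternatives: the 16 centromeres, CEN1 and CEN5, the 5 non-CEN peaks with the highest fold enrichment in each list, CSE4, CDC7, DBF4, PSH1, MCM5, UBI4 and MTW1 out of the larger number of genes that the paper names, GAL1, GAL2, GAL3, GAL7, GAL10 and GAL80, and the classes of tRNA genes, rDNA, LTR and Ty elements, telomeres, ribosomal protein genes and the 5% of genes with the highest codon adaptation index. Peaks at these genes count when they overlap the gene or lie within 1 kb upstream. Places given for single peaks are those of the summit, and the peak itself can run into a neighboring gene. LEU2, URA3 and TRP1 and the loci shared by all lists were named after their values were seen. The alternatives were a minimum -log10 q of 5, a minimum fold enrichment of 2, CEN peaks within 1 kb of a centromere, merged peaks, thinned pileups, a fold without the pseudocount or relative to the non-CEN median, the summit in place of the midpoint, other feature lengths, promoters of 250 and 1000 bp, no UTRs, exons first in the order, an overlap of at least 50% of the peak, and placement on bases whose 50-mer occurs once, which are 94.1% of the nuclear genome. No list holds a mitochondrial peak, so leaving out that chromosome changes nothing. The peaks of the psh1Δ strain and the paper's blots, growth assays and chromosome spreads were not analysed here. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and Biopython 1.88, and the figures matplotlib 3.10.9.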

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

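In this part, the tests of the endogenous wild type pileups thinned to the depth of wild type GAL-FLAG-CSE4, of the CEN fold enrichment against depth, of the CEN fold enrichment over the shared centromeres alone, of sharing within feature classes and of the threshold taken from the wild type list were chosen only after the result was seen.

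The lists with endogenous Cse4 hold 795 non-CEN peaks in wild type and 167 in cdc7-7, which the paper does not report, and they are singled out as a signal in data outside those it discusses. Their fold enrichment is low, and at a minimum of 2 there are 10 in wild type and 13 in cdc7-7. A precipitation without tagged Cse4 is argued against by the 16 centromeres with a peak in wild type and the 16 in cdc7-7. These peaks cannot tell which tag was precipitated, so the HA label of these strains stays unexplained. Background at highly transcribed genes, taken as the top 5% of genes by codon adaptation index and the tRNA genes, would place most peaks there. In cdc7-7 the share of the non-CEN peaks on them is 56.3%, against at most 10.2% at random, so such background remains a candidate source of most of that list. In wild type it is 28.2% (interval from 25.2% to 31.4%), against at most 7.30% at random. Of the 571 genes of both kinds, 212 are overlapped there. These are 189 of the 296 top genes by codon adaptation index and 23 of the 275 tRNA genes. Most of the top genes are thus already overlapped, and the size of that class can cap the share. The share therefore cannot tell whether such background is the source of most of the wild type list. Such background may account for a part. Genes just below the limit of the codon adaptation index were not counted, so background over a wider set of transcribed genes stays open. Of the 795 wild type peaks, 405 overlap a non-CEN peak of cdc7-7 GAL-FLAG-CSE4, 2.14 times the mean of placements that keep the feature class and above all of them, which argues against feature class alone as the reason for the sharing. A background common to the libraries and Cse4 at these sites both stay open, since the design has no untagged strain to separate them. Gene expression was not measured here, so the codon adaptation index stands in for it.

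From endogenous Cse4 to GAL-FLAG-CSE4, the number of non-CEN peaks changed 0.0377-fold in wild type and 13.1-fold in cdc7-7. The directions are opposite, with 1 library behind each number, and the difference was not tested. Depth alone is argued against on both sides. With the endogenous wild type pileups thinned to the depth of wild type GAL-FLAG-CSE4 and its weakest p, a mean of 115 non-CEN peaks stayed, against the 30 found. With the cdc7-7 GAL-FLAG-CSE4 pileups thinned to the same depth, which is below that of the endogenous cdc7-7 library, a mean of 1489 stayed past the list's own weakest p and 738 past that of the wild type list. The fall in wild type depends on the threshold. At a minimum -log10 q of 5, wild type has 357 non-CEN peaks with endogenous Cse4 and 12 with GAL-FLAG-CSE4, and cdc7-7 has 76 and 1583. At a minimum fold enrichment of 2, both wild type lists have 10, whereas cdc7-7 has 13 and 78, but the lowest fold enrichment is 1.18 in the endogenous wild type list and 1.63 in the shallow wild type GAL-FLAG-CSE4 list, so this minimum removes more of the former. The yield of the precipitation and the removal of duplicates were not tested, and the change from glucose to galactose came together with the overexpression. The overexpression and the cdc7-7 mutation, which the paper studies, stay open as biological explanations and were not tested separately from these.

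Over all CEN peaks of each list, the median fold enrichment in wild type was 0.635 times that in cdc7-7 with endogenous Cse4 and 2.03 times that in cdc7-7 with GAL-FLAG-CSE4. The second ratio compares 16 CEN peaks with 15, and over the 15 shared centromeres it was 2.14. Wild type was higher at 2 of 16 centromeres in the first case and at 15 of 15 shared centromeres in the second, and the difference between these effects was not tested. Relative to the median non-CEN fold enrichment, the ratios were 0.773 and 1.60, in the same directions. In both pairs the deeper library has the lower median, with a background at the centromeres of 146 fragments in cdc7-7 against 37.9 in wild type for GAL-FLAG-CSE4, and of 76.2 in cdc7-7 against 200.3 in wild type for endogenous Cse4. Across the pairs, over all CEN peaks of each list, the medians do not follow depth. The endogenous wild type library is deeper than that of cdc7-7 GAL-FLAG-CSE4 and has a median 2.14 times as high. Endogenous cdc7-7 has a median of 8.58. That lies above the 5.18 of the shallower wild type GAL-FLAG-CSE4 and above the 2.55 of the deeper cdc7-7 GAL-FLAG-CSE4. Depth alone therefore does not set the order of the 4 medians, but these are single libraries that differ in expression and medium as well. Within the GAL-FLAG-CSE4 pair, depth and strain changed together, so their effects cannot be told apart. The removal of duplicates, which can lower the highest pileups most, and the yield of each precipitation could contribute and were not tested. The higher background of Flag-Cse4 across the genome that the paper reports for cdc7-7 stays open as an explanation.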

How the results depend on the processing

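The alternatives with p thresholds taken from the shallower list, with thinning across expression levels, with merging at 500 bp and with the shared centromeres alone were chosen only after the result was seen, and the other alternatives were set earlier. No paired analysis was possible because each condition has 1 library and the labels give all of them the same replicate number. Among the main results, 57 alternatives left the value within its interval or within 1.5 times the count, 51 moved it and none carried a ratio across 1. The 57 include settings with nothing to change, such as leaving out mitochondrial peaks or merging peaks closer than 200 bp. Many of the main values are counts or shares, which have no side of 1. Among the other values, 93 stayed, 43 moved and 1 changed its side of 1, which was counted only where the 95% interval of the main value leaves out 1: with a minimum fold enrichment of 2, the promoter overlap of endogenous Cse4 in wild type was 0.870 times the random mean. Another 15 alternatives lay on the other side of 1 where the interval holds 1, among them introns of cdc7-7 GAL-FLAG-CSE4 by the summit (0.585). Where no reason is given, the cause was not tested.

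Fewer non-CEN peaks stay by construction under stricter thresholds. A minimum -log10 q of 5 left 357 with endogenous Cse4 in wild type, 76 in cdc7-7 and 12 in wild type GAL-FLAG-CSE4, and 1583 in cdc7-7 GAL-FLAG-CSE4. A minimum fold enrichment of 2 left 10, 13, 10 and 78, so that with endogenous Cse4 wild type no longer had more than cdc7-7. Thinning to the depth of endogenous cdc7-7 left 494 in endogenous wild type, or 393 at the cdc7-7 list's weakest p. Thinning to the depth of wild type GAL-FLAG-CSE4 left 269 in endogenous wild type, or 115 at the shallower list's weakest p, 85.1 in endogenous cdc7-7 at that p, and 1489 or 738 in cdc7-7 GAL-FLAG-CSE4. The number of centromeres with a peak stayed at 16 in the other 3 lists and ran from 14 to 16 in cdc7-7 GAL-FLAG-CSE4. The ratio of the median CEN fold enrichment kept its side of 1 under the 4 alternatives, from 1.60 to 2.14 with GAL-FLAG-CSE4 and from 0.631 to 0.773 with endogenous Cse4.

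At promoters, the share and enrichment of cdc7-7 GAL-FLAG-CSE4 peaks were 46.0% and 4.03 with promoters of 250 bp, 76.8% and 2.16 with 1000 bp, 70.4% and 3.20 with no UTRs, and 58.1% and 2.76 with exons first. A promoter's length changes both values by construction. The share of peaks overlapping a promoter, and its ratio to the random mean, were 91.2% and 2.17 at a -log10 q of 5, 92.4% and 1.83 at a fold enrichment of 2, and 64.2% and 3.06 with 50% of the peak required. The ratio was 2.16 with placement on unique bases, and the share was 91.4% with peaks closer than 500 bp merged.

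The origin overlap of cdc7-7 GAL-FLAG-CSE4 was 2.38 times the random mean at a fold enrichment of 2 (8 of 92 peaks), 1.10 with 50% of the peak required and 1.06 with the feature class kept.

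Sharing of non-CEN peaks stayed above the random mean throughout. At a -log10 q of 5, the ratio was 2.87 for endogenous wild type in cdc7-7 GAL-FLAG-CSE4, 20.1 for endogenous cdc7-7 in endogenous wild type, and for wild type GAL-FLAG-CSE4 it was 17.0 in endogenous wild type, 44.2 in endogenous cdc7-7 and 6.06 in cdc7-7 GAL-FLAG-CSE4. At a fold enrichment of 2, where the first list holds 10 or 13 peaks, these ratios were 7.46, 132, 30.3, 41.7 and 66.7, from 1, 5, 1, 1 and 5 shared peaks, and endogenous cdc7-7 in cdc7-7 GAL-FLAG-CSE4 had 23.1 from 3. With 50% of the peak required, they were 3.96, 23.9, 13.6, 57.7, 5.44 and 3.20 in the same order. With the feature class kept, the first pair had 2.14 and the second 9.19. The weak peaks of the shallow wild type GAL-FLAG-CSE4 library limit what its list can show: a fold enrichment under 1.63 does not appear in it.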

Differences from the paper's values

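No test in this part was chosen only after the result was seen, apart from merging at 500 bp.

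The enrichment of the cdc7-7 GAL-FLAG-CSE4 peaks at 3' UTRs was 0.0821 (8 peaks), and the paper's is about 0.22 in Fig. 5B, read by eye. Of the alternatives set before the data were examined, 4 came within 1.5 times the paper's value: a minimum fold enrichment of 2 (0.246, from 1 peak), each base counted once (0.290), the mean of random placements as the reference (0.287) and promoters of 250 bp (0.237). A minimum -log10 q of 5 (0.0849), the summit (0.0718), promoters of 1000 bp (0.0853), exons first (0.0821) and the non-CEN peaks alone (0.0723) did not. In the setting without UTRs the feature has no value.

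The paper states that endogenous Flag-Cse4 is enriched primarily at CEN regions. By number, 795 of 811 peaks in wild type and 167 of 183 in cdc7-7 are non-CEN peaks. By fold enrichment, the 16 CEN peaks of each list lie above all of its non-CEN peaks.

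The number of non-CEN peaks in cdc7-7 GAL-FLAG-CSE4 is the paper's 2187, against 2188 here. CEN12 has no overlapping peak here, and with CEN peaks taken within 1 kb the number is 2185.

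The paper's share of merged regions at promoters is 94%, against 89.9% of the peaks here. Merging at 500 bp, chosen after seeing the values, gave 91.4%. The paper's promoter enrichment is 2.75, against 3.05 here and 2.76 with exons first.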

Other observations

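In this part, the tests of gene orientation, of sharing at promoters within the feature class, of the strength of the shared peaks, of the CEN summits and of LEU2 and URA3 were chosen only after the result was seen.

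The promoter enrichment of cdc7-7 GAL-FLAG-CSE4 peaks was weighed against technical explanations. A promoter background that any library shows is argued against as the whole cause, since the non-CEN peaks with endogenous Cse4 had an enrichment of 1.51 in wild type and 0.910 in cdc7-7, against 3.06 for the non-CEN peaks of cdc7-7 GAL-FLAG-CSE4. A part shared with wild type stays open, and 77.9% of the endogenous wild type peaks at promoters overlap a peak of cdc7-7 GAL-FLAG-CSE4, against a mean of 41.8% and at most 52.6% in placements that keep the feature class. GC content is argued against as the cause: promoters are poorer in GC than exons, but the exon peaks had a median of 41.3% GC around the summit, above the 38.3% to 39.8% of random placements in exons. The summits may follow the starts of genes and not the space between genes, as they are 8.18 times as dense between divergent genes (0.628 per kb) as between convergent genes (0.0768 per kb). A background that only this library has, for example from a less efficient precipitation, stays open, because there is no untagged strain and no replicate. Binding of overexpressed Cse4 at these sites, as the paper concludes, stays open as well.

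Wild type GAL-FLAG-CSE4 shares 20 non-CEN peaks with cdc7-7 GAL-FLAG-CSE4. In cdc7-7, their median fold enrichment was 1.74, higher than 99.97% of 10000 random draws of as many cdc7-7 peaks, and 7 of them are among the strongest 100. The sites found in wild type may therefore be among the strongest sites of cdc7-7. A background common to both libraries would give the same pattern, and 8 of the 30 wild type peaks are overlapped in all lists. These 8, named after their values were seen, have the summit of the wild type peak between FLC2 and OAF1, inside YDR524C-B, inside GCN4, between YEL008W and MIT1, between HIP1 and TDH3, between YHR054C and YHR054C-B, in the rDNA and inside ZEO1.

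The excess of origins among the cdc7-7 GAL-FLAG-CSE4 peaks may come from the place of origins between genes, since placements that keep the feature class gave a ratio of 1.06 to their mean. No other explanation was tested.

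At the CEN peaks of cdc7-7 GAL-FLAG-CSE4, most summits lie outside the centromere, at a median distance of 182 bp, and 4 of 15 lie within 100 bp of it. With endogenous Cse4 in wild type, 5 of 16 lie inside the centromere, but the median distance is 31.5 bp and 15 of 16 lie within 100 bp. If a low signal left the summit to the flanks, distance would fall with fold enrichment. Spearman's rho across the 15 centromeres, which are not independent replicates, was -0.416. With so few centromeres, a low signal and another arrangement of Cse4 cannot be told apart.

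The background at LEU2 in cdc7-7 GAL-FLAG-CSE4 was 3.64 times the median at the list's other peaks within 20 kb. At URA3 it was 2.61 times in endogenous wild type and 3.00 times in cdc7-7 GAL-FLAG-CSE4. Background comes from the input, so extra copies of these marker genes in the strains may explain the values, and peaks there may be less certain. The peak between YHR054C and YHR054C-B also has a high background, so its place among the strongest peaks may be less certain as well. LEU2 also has a peak in wild type GAL-FLAG-CSE4, with no other peak within 20 kb. Its background was 3.63 times the median of the whole list, a ratio that is 4.09 for LEU2 in cdc7-7 GAL-FLAG-CSE4. Which markers each strain carries was not examined.

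Some values belong to no statement of the paper. The peaks with endogenous Cse4 were enriched in introns, 5.04 times in wild type and 5.87 times in cdc7-7, from 19 and 5 peaks. Ribosomal protein genes are overlapped by no non-CEN peak of wild type GAL-FLAG-CSE4, which has 30, and by 33 of cdc7-7 GAL-FLAG-CSE4 (1.51%, random mean 1.50%). The top 5% of genes by codon adaptation index hold 33.3% of the wild type and 3.79% of the cdc7-7 GAL-FLAG-CSE4 non-CEN peaks. Genes for tRNA are overlapped by 23, 1, 1 and 42 non-CEN peaks in endogenous wild type, endogenous cdc7-7, wild type GAL-FLAG-CSE4 and cdc7-7 GAL-FLAG-CSE4, and the rDNA by 2, 2, 1 and 2. LTR and Ty elements are overlapped by 18 peaks of cdc7-7 GAL-FLAG-CSE4, below the 60 of the lowest random placement, and telomeres by none. The authors kept reads with 1 reportable position, so repeats are covered only in part and low numbers there are not evidence of absence.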
